# A gene regulatory network to control EMT programs in development and disease

**DOI:** 10.1038/s41467-019-13091-8

**Published:** 2019-11-11

**Authors:** Hassan Fazilaty, Luciano Rago, Khalil Kass Youssef, Oscar H. Ocaña, Francisco Garcia-Asencio, Aida Arcas, Juan Galceran, M. Angela Nieto

**Keywords:** Cancer, Cell biology, Developmental biology

## Abstract

The Epithelial to Mesenchymal Transition (EMT) regulates cell plasticity during embryonic development and in disease. It is dynamically orchestrated by transcription factors (EMT-TFs), including Snail, Zeb, Twist and Prrx, all activated by TGF-β among other signals. Here we find that Snail1 and Prrx1, which respectively associate with gain or loss of stem-like properties and with bad or good prognosis in cancer patients, are expressed in complementary patterns during vertebrate development and in cancer. We show that this complementarity is established through a feedback loop in which Snail1 directly represses *Prrx1*, and Prrx1, through direct activation of the miR-15 family, attenuates the expression of Snail1. We also describe how this gene regulatory network can establish a hierarchical temporal expression of Snail1 and Prrx1 during EMT and validate its existence in vitro and in vivo, providing a mechanism to switch and select different EMT programs with important implications in development and disease.

## Abstract (web summary)

EMT is a developmental process that is aberrantly activated in metastasizing cancer cells, but how multiple transcription factors regulate EMT is unclear. Here, the authors uncover a gene regulatory network between Prrx1 and Snail1 that selects EMT mode in developing vertebrates and cancer cells.

## Introduction

The epithelial to mesenchymal transition (EMT) is a developmental process that can be ectopically reactivated in diseases like cancer. When they undergo EMT, epithelial immotile cells become mesenchymal, acquiring the ability to migrate and invade^1^. During tumor progression, EMT provides invasive and migratory properties to cancer cells^1–4^. This phenotypic transition is governed by extracellular signals that activate a plethora of EMT transcription factors (EMT-TFs) that include those belonging to the Snail, Zeb, Twist, and Prrx families^1^. Different mesenchymal cells of embryonic, healthy adult or pathological origin, express different combinations of EMT-TFs, leading to a tissue-specific EMT-TF code^5^, which may influence the overall state, function, and behavior of the cell. In addition to the transition toward the mesenchymal phenotypes, Snail1, Twist1, and Zeb1 can also induce stemness^6,7^, while Prrx1 expression is concomitant with the loss of stemness^8,9^. In cancer, highSnail1 expression is associated with malignant phenotype and poor prognosis^10,11^, while the high expression of Prrx1 is associated with good prognosis and metastasis-free disease^8^. In the chicken embryo, *PRRX1* and *SNAIL1* are expressed in a complementary manner^8^ and in breast cancer Prrx1 expression correlates with that of Twist1 but not Snail1^8^. These differences can be considered as different EMT modes associated with the dominant EMT-TF in a given cellular context^5^. Studying the differences between all these EMT-TFs is important to understand cell plasticity during embryonic development, which can ultimately help to distinguish the key altered cellular and molecular mechanisms in disease.

Combined expression of *SNAIL1* and *PRRX1* covers almost the entire mesenchymal cell population in the chicken embryo^8^. Although there are clear differences in the EMT activated by each factor in development and cancer, the two are activated by the same extracellular signals, the transforming growth factor beta (TGF-β) superfamily^8,12^. Therefore, we want to assess whether there is a crosstalk between Snail1 and Prrx1, by which each factor promotes its own EMT mode, particularly by differential regulation of stemness.

Here, we describe a gene regulatory network (GRN) by which Snail1 directly represses *Prrx1* transcription, and Prrx1, through direct activation of the miR-15 family, attenuates Snail1 expression. We find that Snail1 is a direct target of these microRNAs (miRNAs) among different vertebrate species. miRNAs are short noncoding RNAs that posttranscriptionally regulate their target genes^13^, and are crucial players in regulating cell plasticity and EMT^14^. We also find that this GRN triggers an expression switch from Snail1 to Prrx1, with Snail1 being an early response gene to EMT-inducing signals, followed by the activation of Prrx1 that in turn attenuates Snail1 expression. We support our findings by analyses in cultured cells*,* in vivo in different vertebrate embryos and public databases of cancer patients. We illustrate that this GRN rather than regulating the balance between epithelial and mesenchymal states as the previously described networks involving microRNAs, drives the selection of the EMT mode.

## Results

### Prrx1 and Snail1 are expressed in complementary patterns

In zebrafish embryos, which bear two paralogs for each gene (*prrx1a* and *prrx1b; snail1a* and *snail1b)* due to the extra duplication in the teleost genome^3,15^, we performed RNA in situ hybridization (ISH) and found a complementary expression pattern. In the developing somites where *snail* genes are abundantly expressed, *prrx1* genes expression are restricted to small cell populations where *snail* expression is low or absent (Fig. 1a). Although at 20-somite stage both *snail1* and *prrx1* are expressed in the cranial neural crest (Fig. 1a), transverse sections of double-fluorescent ISH shows that they are also expressed in a complementary manner (Fig. 1b). Single-cell RNA sequencing (scRNA-seq) data from zebrafish embryos at 18 h post fertilization (hpf) (GEO: GSM3067194)^16^ provides further evidence for this complementary expression of s*nail1a/b* and *prrx1a/b* in the majority of cells, with a significant negative correlation (Fig. 1c, Supplementary Fig. 1a). This is compatible with our previous findings in the chicken embryo^8^ (Fig. 1d).

**Fig. 1:**
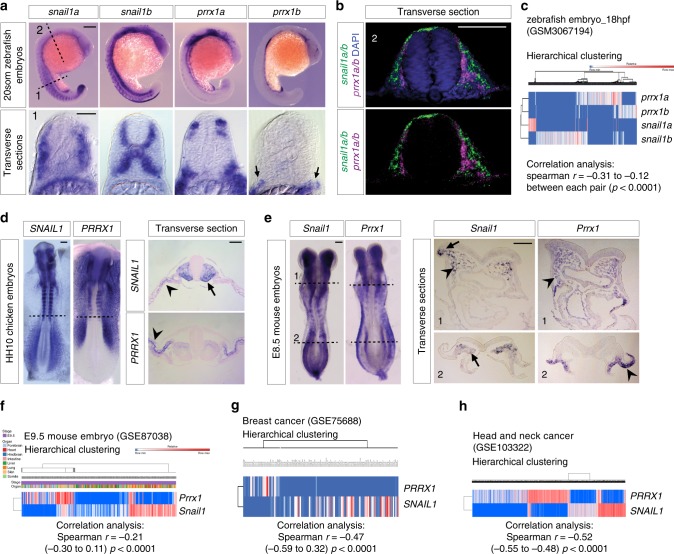
Snail1 and Prrx1 complementary expression in development and disease. **a** Lateral view of 20-somite zebrafish embryos showing *snail1a*, *snail1b*, *prrx1a* and *prrx1b* expression in whole-mount (top) and transverse sections (1), showing complementary patterns in somites. **b** Transverse section of a zebrafish embryo in the cranial neural crest region showing complementary expression of *snail1a/b* (green) and *prrx1a/b* (red) taken at the level indicated by (2) in (**a**) with or without DAPI staining (nuclei). **c** Heatmap showing hierarchical clustering of scRNA-seq data from 18 hpf zebrafish embryos, from public database GEO: GSM3067194, with significant negative correlations between gene pairs (detailed in Supplementary Fig. 1a). **d** Dorsal view of HH10 chicken embryos showing *PRRX1* and *SNAIL1* expression in whole-mount and transverse sections at the level indicated by dashed lines, showing complementary patterns for *SNAIL1* and *PRRX1* In the somites (arrow) and in the LPM (splanchnopleura and somatopleura, respectively; arrowheads). **e** Expression of *Snail1* and *Prrx1* in dorsal views of E8.5 mouse embryos. Transverse sections of E8.5 embryos from the regions indicated by dashed lines (anterior and posterior, 1 and 2, respectively), showing complementary expression of *Snail1* and *Prrx1* in premigratory (1, arrow), and migratory (1, arrowheads) neural crest (PNC and MNC, respectively) and mesodermal populations including presomitic mesoderm (2, arrow) and lateral plate mesoderm (2, arrowhead). **f** Hierarchical clustering heatmaps of scRNA-seq data from E9,5 mouse embryos for *Snail1* and *Prrx1* expression (GEO: GSE87038), showing a significant negative correlation. This dataset contains cells from different embryonic tissues, shown in different colors. **g**, **h** Heatmaps of hierarchical clusterings of single-cell RNA sequencing data from public datasets of breast (GEO: GSE75688) and head and neck carcinoma (GEO: GSE103322), showing mutually exclusive expression of Snail1 and Prrx1. The color scale shown in (**f**) is also valid for (**g**) and (**h**), representing the normalized values for the number of reads. Scale bars: 250 μm for whole mounts and 100 μm for sections. Statistical analyses for scRNA-seq data has been done using Spearman *r* correlation test, scRNA-seq single-cell RNA sequencing, vs. versus, hpf hours post fertilization. Source data are provided as a Source Data file

To assess whether this complementarity was also conserved in mammals, we characterized the expression of Snail1 and Prrx1 in the mouse. At E8.5, embryos manifest a complementary expression pattern for *Snail1* and *Prrx1* at whole-mount level, particularly evident in the mesodermal populations along the medio-lateral axis and in the somites (Fig. 1e). Transverse sections of anterior regions (Fig. 1e) confirm this complementarity in the neural crest populations, where *Snail1* is expressed in the premigratory crest (arrow) and both are expressed in migratory neural crest populations (arrowheads) in a distinct manner. In more posterior tissues (Figs. 1e and dashed line2), the complementarity is evident in the mesodermal cells, where *Snail1* is highly expressed in the pre-somitic mesoderm (arrow) while *Prrx1* is expressed in the lateral plate mesoderm (LPM, arrowhead). Expression is also complementary at E9.5 mouse embryos in the somites and as in the chick, *Snail1* is highly expressed in immature somites where *Prrx1* expression is not evident. Also, LPM cells are positive for *Prrx1* expression but not *Snail1* (Supplementary Fig. 1b). Analysis of transverse sections at the level of the branchial arches, also showed complementarity, where in more internal cell populations *Snail1* was highly expressed concomitant with low *Prrx1* expression, while more ventral cell populations showed high expression of *Prrx1* and lower of *Snail1* (Supplementary Fig. 1c). A similarly complementary pattern was also evident in the mature somites. *Snail1* is highly expressed in the sclerotome (SC) and *Prrx1* in the dermomyotome (DM) (Supplementary Fig. 1d). The analysis of scRNA-seq from E9.5 embryos (GEO: GSE87038)^17^ clearly shows this complementary expression at the single-cell level (Fig. 1f). These data confirm that *Snail1* and *Prrx1* are expressed in a conserved dynamic and complementary manner in cells undergoing EMT during vertebrate development.

**Fig. 2:**
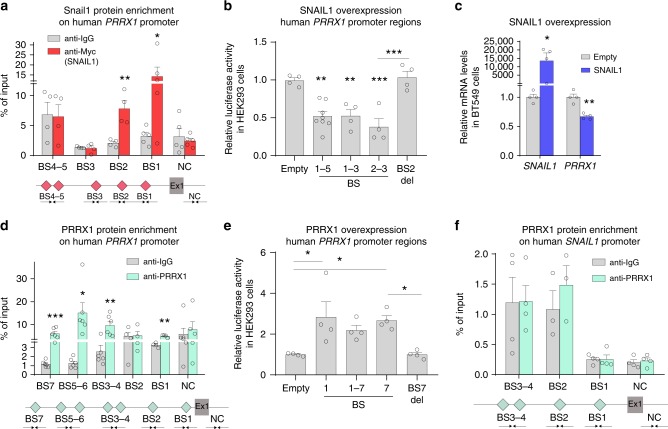
SNAIL1 and PRRX1 act antagonistically on *PRRX1* promoter. **a** Snail1 enrichment in the human *PRRX1* promoter shown by ChIP assay in BT549 cells, using anti Myc antibody (for Snail1-Myc overexpression). A schematic map is shown; red diamonds represent SNAIL1 potential binding sites (E-boxes; CANNTG) on *PRRX1* promoter. (BS1: –1689, BS2: −4102, BS3: −6753, BS4: −7277, BS5: −7318 and NC: +104560). Ex1: *PRRX1* exon 1 (*n* = 4). **b** Activity of different regions of the human *PRRX1* promoter after SNAIL1 transfection assessed by luciferase assays in HEK293 cells (*n* = 4, except for BS1–5 for which *n* = 8). **c** qPCR assay showing downregulation of *PRRX1* transcription upon SNAIL1 transfection in BT549 cells (*n* = 4). **d** PRRX1 directly binds to its own promoter, as assessed by ChIP assays in BT549 cells using a PRRX1 specific antibody. A schematic map is shown; cyan diamonds represent PRRX1 potential binding sites (TAATKDS) on its own promoter. (BS7: −6875, BS6: −5579, BS5: −5202, BS4: −4147, BS3: −4096, BS2: −1653, BS1: −1197 and NC: +104560). Ex1: *PRRX1* exon 1 (*n* = 6, except for BS1–2 for which *n* = 4). **e** Activity of different regions of the human *PRRX1* promoter after PRRX1 overexpression in luciferase assays in HEK293 cells (*n* = 4). **f** Lack of enrichment for PRRX1 binding to human *SNAIL1* promoter assessed by ChIP assays in BT549 cells (BS4–1: −1753, −1621, −954, −198, and NC: +11799). Ex1: *SNAIL1* exon 1 (*n* = 4). Locations of red and cyan diamonds represent distances between BSs and the promoter. Arrows represent primers used for qPCR amplification. BS biding site, NC negative control region, which does not contain potential BSs. Symbols in binding sites are as follows. K: T/G, D: G/A/T, S: G/C and N: G/A/T/C. Bars represent mean plus standard error of the mean (SEM), indicated (n) represent number of independent experiments as biological replicates and asterisks indicate significant *p* value in *t* test compared to the control in each test for (**a**), (**e**), (**d**), (**f**) and ANOVA with Bonferroni’s multiple comparison test for (**b**), (**e**) (*p < 0.05, **p < 0.01 and ***p < 0.001). Source data are provided as a Source Data file

To determine whether this complementary expression pattern holds true in pathology, we first looked at the expression levels of SNAIL1 and PRRX1 in human breast cancer cell lines^18^, and did not find cells with both *SNAIL1* and *PRRX1* high. Supplementary Figure 1e shows examples of cell lines with high-SNAIL1 expression (SUM149PT); cells with intermediate/low levels of both (MDA436), and cells with high-PRRX1 expression (BT549). These three cell lines are derived from triple-negative/basal type breast tumors, and manifest mesenchymal properties^19^, including migratory and invasive behaviors^8,20^. However, SUM149PT and MDA436 cells are metastatic and show cancer stem cell-like properties^21^, while BT549 cells need to lose PRRX1 expression to acquire both stem cell properties and metastatic potential^8^. Thus, the comparison of the three cell lines for *SNAIL1* and *PRRX1* expression can provide insights into their potential regulation. Signal intensity analyses for SNAIL1 and PRRX1 proteins show a negative correlation in SUM149PT and BT549. Interestingly, MDA436 expresses both SNAIL1 and PRRX1 at similar intermediate levels (Supplementary Fig. 1f), altogether suggesting that SNAIL1 or PRRX1 cannot be co-expressed at high levels.

Next, we examined databases from breast cancer patients (GEO: GSE75688)^22^, and found that *SNAIL1* and *PRRX1* depict a complementary expression pattern with a significant negative correlation (Fig. 1g). In addition, in a larger scRNA-seq dataset from head and neck carcinoma patients (GEO: GSE103322)^23^, *SNAIL1* and *PRRX1* expressions were also complementary and negatively correlated, with some small cell populations expressing both (Fig. 1h). Notably, in all the analyzed scRNA-seq datasets, extremely few cells were found to express both EMT-TFs at high levels (Supplementary Table 1).

Taken together, these findings suggest that there may be a regulatory mechanism between these two EMT-TFs that is conserved not only during vertebrate development but also in pathological EMTs. Therefore, we next wanted to understand the molecular basis of the complementary expression of Snail1 and Prrx1. Considering that they are TF and there have been previous examples of mutually regulated TF pairs during embryonic development^24,25^, we set up to study this possibility for Snail1 and Prrx1. To test this hypothesis, we first examined the response in terms of gene expression after acute downregulation of either SNAIL1 or PRRX1 in the same cell context. We used MDA436 cells, which express both TFs at low/intermediate levels, and found that SNAIL1 knockdown (KD) using short interfering RNA (siRNA) resulted in an increased expression of *PRRX1* and similarly, PRRX1 KD resulted in *SNAIL1* upregulation (Supplementary Fig. 1g). These observations prompted us to investigate the molecular relationship between Snail1 and Prrx1.

### Snail1 directly represses *Prrx1*

As Snail1 has been described as a potent transcriptional repressor^26^, we examined whether it could directly target *Prrx1* transcription. We looked for consensus Snail1 E-boxes^27^ within the mouse and human *Prrx1* promoters and putative enhancer regions, and found several predicted binding sites (BS). To narrow down the number of BSs we used ENCODE data from different cell contexts^28^ using UCSC genome browser (https://genome-euro.ucsc.edu/index.html), and focused on the regions that were conserved and positive for DNase-I hypersensitivity and H3K27Ac marks, suggesting an active chromatin region. We performed chromatin immunoprecipitation (ChIP) assay in NIH3T3 mouse fibroblast cells transiently overexpressing Snail1, and found several regions with significant enrichment for Snail1 protein occupancy in the mouse *Prrx1* promoter; BS1–3 (Supplementary Fig. 2a), which results in repression of promoter activity showed using dual luciferase reporter assay (Supplementary Fig. 2b). We then analyzed the human *PRRX1* promoter and performed ChIP in BT549 cells transiently overexpressing Snail1, and found at least two sites with significant enrichment for its protein occupancy, BS1–2 (Fig. 2a). Snail1 binding leads to repression of the promoter activity, which is abolished upon deletion of BS2 (Fig. 2b). In agreement with this, *PRRX1* was downregulated after SNAIL1 transfection in BT549 (Fig. 2c). Altogether, these results indicate that Snail1 directly binds to, and represses *Prrx1* promoter activity both in mouse and human cells.

### Prrx1 induces its own expression

When we searched for Snail1 E-boxes in both mouse and human *Prrx1* promoters, we also found several predicted Prrx1 BSs (TAATKDS)^29^ (Fig. 2d and Supplementary Fig. 2c). Thus, we next examined whether Prrx1 could regulate its own transcription. We used above-mentioned strategy to narrow down the potential BSs. We performed ChIP for endogenous chromatin bound Prrx1 protein in NIH3T3, and found two regions with enrichment for Prrx1 occupancy in its own promoter (BS3–4, Supplementary Fig. 2c). In human BT549 cells, endogenous PRRX1 protein occupancy was significantly enriched in several BS (Fig. 2d). Luciferase assay for both mouse and human sequences show an activation of the *Prrx1* promoter upon Prrx1 overexpression (Fig. 2e and Supplementary Fig. 2d) and this activation no longer occurs when BS7 is deleted (Fig. 2e).

Next, we wanted to know whether there was a reciprocal regulation between Snail1 and Prrx1, and we examined Prrx1 protein binding in the *Snail1* promoter. Although we found putative Prrx1 BSs within the *Snail1* proximal promoter that met our criteria, ChIP in both mouse (Supplementary Fig. 2e) and human cells (Fig. 2f) failed to show Prrx1 protein binding enrichment in those sites. In addition, activity assay for *Snail1* promoter shows no significant change when Prrx1 is overexpressed (Supplementary Fig. 2f). Altogether, these results indicate that Prrx1 is able to bind to its own promoter and enhance its own expression, but it does not bind to *Snail1* promoter, suggesting that Prrx1 is not a direct *Snail1* transcriptional repressor. In fact, Prrx1 has been described as a transcriptional activator^30^, which suggests a putative indirect regulation of Snail1 expression by Prrx1.

### Prrx1 directly induces expression of *miR-15* family members

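PRRX1 RNA was clearly higher in the overexpressing cells of this experiment. In MDA-MB-231, an established human breast cancer cell line, transduced with a lentivirus for PRRX1 (MDA231-PRRX1), the probe set of this homeobox gene had a log2 value of 7.00 ± 0.06 (SD, n = 3), and in the cells transduced with a GFP lentivirus (MDA231-Control) it had 5.14 ± 0.06 (SD, n = 3). The log2 difference was 1.87 (standard error 0.10, adjusted p = 6.18e-05 from limma), or 3.64-fold, and each MDA231-PRRX1 array was above each MDA231-Control array. The methods describe overexpression constructs that carry the PRRX1 open reading frame, but not the insert of the lentivirus behind these arrays. Which part of the PRRX1 transcript the probes cover is not given in the sources used here. In all, 2139 probe sets were higher and 2361 were lower in MDA231-PRRX1 at an adjusted p under 0.05, out of 46255 tested. Among the protein-coding genes measured, 757 of 11911 were higher and 1113 were lower. Among the long non-coding RNA genes, 57 of 1387 were higher and 55 were lower.
Total RNA from 3 samples per condition, which the methods call independent, was hybridised to Affymetrix Human Gene ST arrays, which measure transcripts through short probes along the gene and also carry probe sets for miRNA precursors. The authors corrected background, normalized and summarised the probes with the RMA algorithm, and the deposited values are log2 RMA values with array medians between 4.54 and 4.59. The submitters describe the cells as pools of selected, stably transduced cells, and whether the samples came from separate transductions is not given in the sources used here. The p-values therefore measure the spread between these samples. From the deposited values a linear model was fitted to each probe set with limma on all 6 arrays, and p-values were adjusted over all 46255 probe sets with the Benjamini-Hochberg method. A gene symbol was available here for 15835 probe sets, which stand for 14812 genes, and the other 30420 are unnamed here. Where a gene had several probe sets, the one with the highest mean over the 6 arrays stands for it. MDA231-Control replicate 2 stood apart from the other control arrays. Across probe sets, its Pearson correlations with them were 0.986 and 0.989, compared with 0.995 between MDA231-Control replicates 1 and 3. Without it, 2238 probe sets were higher and 2003 were lower.
Without MDA231-Control replicate 1, 2421 probe sets were higher and 2299 were lower. The number of higher probe sets fell to 1256 without MDA231-Control replicate 3 and to 759, 1042 and 887 without MDA231-PRRX1 replicates 1, 2 and 3. The number of lower ones fell to 1312, 791, 1129 and 933 without the same arrays. With weights for each array the counts were 4252 and 4613.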

To investigate downstream targets of PRRX1, we used MDA-MB-231 breast cancer cells which express low level of PRRX1 to generate a stable cell line where PRRX1 was ectopically overexpressed (MDA231-PRRX1), and performed comparative microarray analyses (GEO: GSE138078). *SNAIL1* was downregulated after PRRX1 overexpression, reinforcing the idea of a mutual negative regulation. 

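SNAI1, the gene of the SNAIL1 repressor of epithelial genes, had a log2 RMA value of 4.75 ± 0.09 (SD, n = 3) in MDA231-PRRX1 and 5.37 ± 0.17 (SD, n = 3) in MDA231-Control. It fell by 0.62 on the log2 scale (standard error 0.12, adjusted p = 0.016 from limma), and all 3 MDA231-PRRX1 arrays were below all 3 MDA231-Control arrays. Other transcription factors of the epithelial to mesenchymal transition (EMT) moved in both directions. ZEB1, another repressor of epithelial genes, rose from 6.58 ± 0.31 to 7.82 ± 0.09 (SD, n = 3 each), a log2 difference of 1.24 (standard error 0.16, adjusted p = 0.0034 from limma). SNAI2, a close relative of SNAI1, fell by 0.46 on the log2 scale (standard error 0.09, adjusted p = 0.021 from limma) from a level of 10.7 ± 0.03 (SD, n = 3). Of the 12 EMT transcription factors with a named probe set, PRRX1 left out, 1 was higher, 2 were lower and 9 did not pass the test (2 higher and 2 lower when adjusted over the list alone). Among those that did not pass, the log2 difference was 0.38 for TCF4 (adjusted p = 0.10), -0.17 for TWIST1 (adjusted p = 0.43) and 0.01 for ZEB2 (adjusted p = 0.96), all from limma. That of ZEB2 turned negative without MDA231-Control replicate 2 (-0.069) or MDA231-PRRX1 replicate 1 (-0.059). As a group the 12 genes did not pass the test against the other genes of the array (camera, adjusted p = 0.84, and adjusted p = 0.87 with an estimated correlation).

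**Figure D1:**
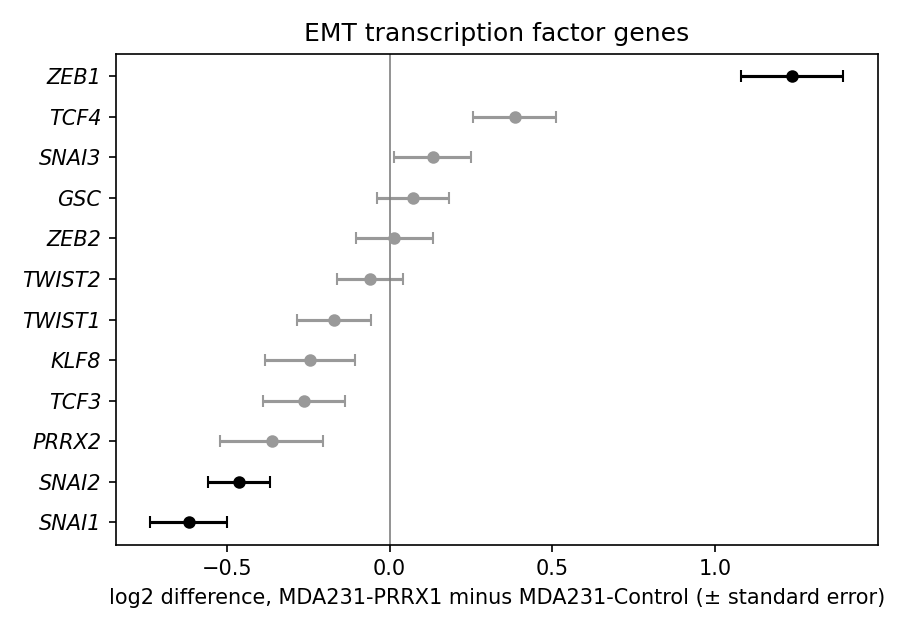
Log2 difference between MDA231-PRRX1 and MDA231-Control (horizontal axis) for 12 EMT transcription factor genes (vertical axis), with n = 3 arrays per group and bars for the standard error from limma. Black points passed an adjusted p of 0.05 and grey points did not, and the black points are ZEB1 at 1.24, SNAI2 at -0.46 and SNAI1 at -0.62.

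The SNAI1 difference lost its call when MDA231-PRRX1 replicate 1 (adjusted p = 0.070) or replicate 2 (adjusted p = 0.061) was left out of the limma fit, with adjusted p between 0.0024 and 0.070 over all alternatives. That of SNAI2 was lost without MDA231-Control replicate 3 or any 1 of the MDA231-PRRX1 arrays (adjusted p between 0.056 and 0.079; 0.0039 to 0.079 over all alternatives). Without MDA231-Control replicate 2, the array apart from the other controls, the log2 difference was -0.52 for SNAI1 and 1.07 for ZEB1. The paper states that the fall of SNAIL1 in these cells reinforces the idea that PRRX1 and SNAIL1 regulate each other negatively. It also reports a fall of SNAIL1 by qPCR in the stable cells and in cells with induced Prrx1, which was not analysed here.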

Interestingly, we found many miRNAs that were upregulated in MDA231-PRRX1 cells (Fig. 3a and Supplementary Data 1). 

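Of the 1022 miRNA precursor genes named on the array, 60 were higher and 9 were lower in MDA231-PRRX1 at an adjusted p under 0.05 from limma (46 higher and 6 lower when adjusted over the list alone), and 953 did not pass. The highest log2 difference was that of miR-4500, from 2.28 ± 0.19 to 5.78 ± 0.32 on the log2 scale (SD, n = 3 each), a log2 difference of 3.49 (standard error 0.17, adjusted p = 5.49e-05 from limma). The precursor of miR-181b-1 rose by 1.99 (standard error 0.10, adjusted p = 5.49e-05 from the same test) and that of miR-100 by 1.88 (standard error 0.15, adjusted p = 0.00043 from the same test). The neighbouring precursors of miR-221 and miR-222 rose by 1.84 and 0.86, and those of miR-23b and miR-27b, which lie together in another cluster, by 0.95 and 0.82, with adjusted p of 0.0072, 0.0067, 0.0025 and 0.0095 from limma. For miR-221 the difference was 1.48 without MDA231-Control replicate 2, which had the lowest of its control values. The largest fall was that of miR-622, with a log2 difference of -1.24 (standard error 0.15, adjusted p = 0.0027 from limma), which was named after its value was seen. The precursor of let-7a-2 had a log2 difference of 2.50 (standard error 0.57, adjusted p = 0.029 from limma), with control values of 6.16, 3.58 in MDA231-Control replicate 2, and 5.39. Its difference was 1.77 without MDA231-Control replicate 2, and its call was lost without MDA231-Control replicate 3 or any 1 of the MDA231-PRRX1 arrays (adjusted p from 0.062 to 0.11), and with eBayes with trend and robust (adjusted p = 0.053), with a range of 0.0031 to 0.11 over all alternatives.
Of 13 measured host genes of the miRNAs in Supplementary Data 1, 5 were higher at an adjusted p under 0.05 from limma and 8 did not pass the test. Without MDA231-Control replicates 2 and 3, 3 and 2 hosts were higher, and without MDA231-PRRX1 replicates 1, 2 and 3, 2, 3 and 2. The median log2 difference of the 13 hosts was 0.33, and between 0.24 and 0.40 with 1 array left out. With all arrays 12 of the 13 hosts had a log2 difference above 0. MIR181A1HG, the host of miR-181b-1, had a log2 difference of 1.13 (adjusted p = 0.0041 from limma), and MIR924HG was 2.46-fold higher (adjusted p = 0.00088 from limma), beside a log2 difference of 1.28 for the miR-924 precursor inside it (adjusted p = 0.0014). Among the 8 hosts that did not pass, AOPEP, the host of miR-23b and miR-27b, was highest at 0.37 (adjusted p = 0.14 from limma). The 3 lowest were VMP1, AATK and ZFR. VMP1, the host of miR-21, had a log2 difference of 0.03 (adjusted p = 0.89 from limma). AATK, the host of miR-1250, was at -0.15 (adjusted p = 0.37 from limma) and ZFR, the host of miR-579, at 0.16 (adjusted p = 0.64 from limma). Their precursors were at 0.63, 0.66 and 0.69 (adjusted p = 0.021, 0.019 and 0.048 from limma). VMP1 and ZFR turned negative without MDA231-Control replicate 2 (-0.012 and -0.044), and ZFR also with array weights (-0.013). The calls of these 3 precursors were lost without MDA231-PRRX1 replicates 1 or 2 (adjusted p from 0.060 to 0.13). Those of miR-21 and miR-579 were lost without MDA231-Control replicates 2 or 3 too (0.050 to 0.083), and that of miR-579 also without MDA231-PRRX1 replicate 3 (0.16) and with quantile normalization again (0.052), with a range of 0.0062 to 0.16 over all alternatives of the 3. The control levels of miR-4500, miR-100, miR-924 and MIR924HG lie below the array medians and no detection call is given, so how far they lie above background, and the size of these rises with it, is not known here.

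**Figure D2:**
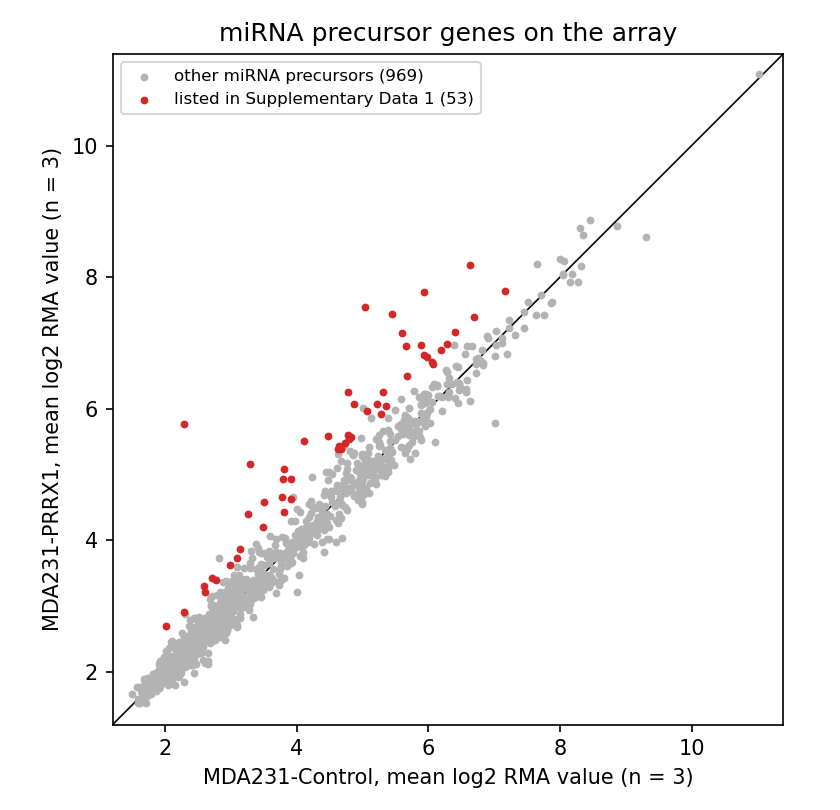
Mean log2 RMA value of each of 1022 miRNA precursor genes in MDA231-Control (horizontal axis) and MDA231-PRRX1 (vertical axis), with n = 3 arrays per group; the diagonal marks equal values. The 53 red points are the precursors of Supplementary Data 1 that carry a miRNA symbol here, all above the diagonal, and the point farthest above it is miR-4500 at 2.28 and 5.78.

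The probe sets sit on precursor genes, so these values do not separate precursor from mature miRNA. Without MDA231-Control replicate 2, 45 precursors were higher and 6 were lower; 36 were higher without MDA231-Control replicate 3, and 21, 33 and 34 without MDA231-PRRX1 replicates 1, 2 and 3, with 4, 2, 3 and 2 lower. Array weights gave 105 and 34.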

As miRNA are potent regulators of gene expression^13^, we hypothesized that Prrx1 may repress Snail1 via recruiting miRNAs. We selected for further analyses miR-424 and miR-503 that are members of miR-15 family (hereafter referred as Mir-15-P1d and Mir-15-P2d, as recently suggested^31^; Supplementary Table 2) because they were predicted to target *Snail1*, are conserved in different vertebrates, have a relatively well known promoter, and most importantly because their studied functions as regulators of stemness, invasion, migration and cell proliferation^32–34^, are compatible with those described for PRRX1^8^. 

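Both selected precursors were higher in every MDA231-PRRX1 array than in any MDA231-Control array. The miR-424 precursor had a log2 RMA value of 6.99 ± 0.06 (SD, n = 3) in MDA231-PRRX1 and 6.29 ± 0.12 (SD, n = 3) in MDA231-Control, a log2 difference of 0.70 (standard error 0.10, adjusted p = 0.0067 from limma), or 1.62-fold. For the miR-503 precursor the values were 6.81 ± 0.08 and 5.93 ± 0.03 (SD, n = 3 each), a log2 difference of 0.88 (standard error 0.10, adjusted p = 0.0019 from limma), or 1.84-fold. Both calls held in each of the alternative settings tried for them, with log2 differences between 0.63 and 0.75 for miR-424 and between 0.84 and 0.92 for miR-503.
Of the 7 miR-15 family precursors with a named probe set, 3 were higher, 0 were lower at an adjusted p under 0.05 from limma (also 0 at an unadjusted p under 0.05), and 4 did not pass the test, and the same 3 were higher when adjusted over the list alone. The third, miR-15b, had a log2 difference of 0.57 (standard error 0.14, adjusted p = 0.044 from limma), with the levels of both groups below the array medians and no detection call to place them against background. SMC4, the host gene of miR-15b and miR-16-2, had a log2 difference of 1.43 (standard error 0.32, adjusted p = 0.028 from limma). Its call was not checked in the alternative settings. Whether miR-15b rose only with this host transcript was not tested. The members that did not pass were miR-16-1 at 0.01, miR-16-2 at 0.26, miR-195 at 0.06 and miR-497 at -0.19. The mean levels of these 4 over all arrays are not above the median over all probe sets either. Whether they are measured at all is not known here, so these values do not show that they stayed unchanged. The value of miR-16-1 (MIR16-1) turned negative without MDA231-Control replicate 1 (-0.058) or replicate 3 (-0.0040). As a list fixed before the data were examined, the family had an adjusted p of 0.12 from camera and an adjusted p of 0.80 with an estimated correlation. The study chose 2 of these 7 on these arrays, so their direction is not independent evidence. The call of miR-15b was lost when any 1 array other than MDA231-PRRX1 replicate 3 was left out (adjusted p from 0.073 to 0.16; 0.016 to 0.16 over all alternatives). Without MDA231-Control replicate 2, the values were 0.63 for miR-424 and 0.89 for miR-503.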

We validated the microarray data by qPCR analyses (Fig. 3b).

**Fig. 3:**
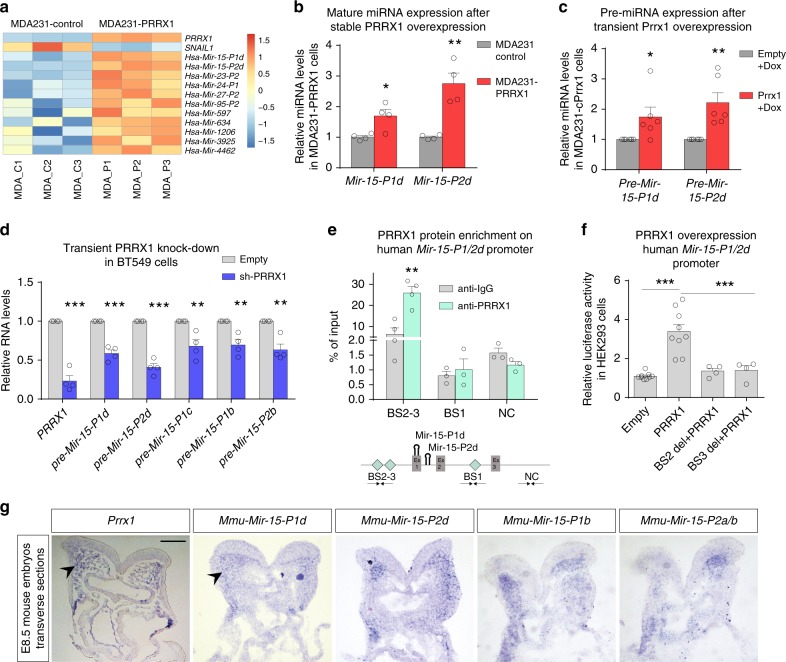
Prrx1 directly induces the expression of *miR-15* family. **a** Heatmap showing Robust Multi-array Average (RMA) normalized probe intensity values of *PRRX1*, *SNAIL1*, and selected miRNAs in MDA231 cells, with three control samples (MDA_C1 to C3) and three samples in which PRRX1 was overexpressed (MDA_P1 to P3). The intensities mapped as color scale show normalized fold change with respect to the average (*n* = 3). **b** Validation by Taq-Man qPCR of *Mir-15-P1d* and *Mir-15-P2d* upregulation after PRRX1 stable overexpression in MDA231 cells lines, using specific probes to detect the mature miRNAs (*n* = 4). **c** *Mir-15-P1d_pre* and *Mir-15-P2d_pre* upregulation upon conditional (Dox-mediated) Prrx1 overexpression in MDA231 cells (*n* = 6). **d** qPCR assay showing downregulation of *PRRX1* and *premiRNAs* transcription upon transient knockdown (KD) of PRRX1 in BT549 cells. *PRRX1* shRNA plus YFP transfected cells were sorted after 4 days (*n* = 4). **e** PRRX1 directly binds to the human *Mir-15-P1/2d* promoter as shown by ChIP assay in BT549 cells using a PRRX1 specific antibody. Cyan diamonds in the schematic map represent distances between PRRX1 potential BSs and the promoter potential motifs, TAATKDS, on *Mir-15-P1/2d* promoter. (BS1: −293, BS2: −949, BS3: −1451 and NC: +1893). Ex1–3 represent exons of the host long noncoding RNA *MIR503HG*. Arrows represent primer sets used for ChIP detection. (*n* = 3 except for BS2–3 for which *n* = 4). **f** Activation of human *Mir-15-P1/2d* promoter by PRRX1 overexpression shown by dual luciferase assay in HEK293 cells. This activation is abolished upon deletion of the PRRX1 binding sites in *Mir-15-P1/2d* promoter (del1/2 + PRRX1) (*n* = 4 except for deletions for which *n* = 4). **g** Transverse sections of the cranial region of E8.5 embryos showing the expression of *Prrx1*, *Mir-15-P1d*, *Mir-15-P2d*, *Mir-15-P1b*, *and Mir-15-P2a/b* in similar regions (arrowheads). Scale bar: 100 μm. Dox doxycycline, sh short hairpin RNA (shRNA), BS binding site, del deletion. Bars represent mean plus SEM, indicated (*n*) represent number of independent experiments as biological replicates and asterisks indicate significant *p* value in *t* test for (**b**–**e**) and one-way ANOVA with Bonferroni’s multiple comparison test for (**f**). (*p < 0.05, **p < 0.01 and ***p < 0.001). Source data are provided as a Source Data file

To test whether these miRNAs could be directly induced by PRRX1, we examined the expression of their precursor miRNAs (Pre-miRNAs) upon transient overexpression of mouse Prrx1 in MDA231 cells. To do so, we generated an inducible lentiviral system (Tet-ON) including P2A peptide and overexpressed both Prrx1 and nuclear yellow fluorescent protein (nYFP)-P2A-Prrx1 (MDA231 conditional Prrx1; MDA231cP) upon doxycycline (dox) treatment. Forty-eight hour after dox induction, YFP-positive cells were FACS sorted and subjected to qPCR, showing that, as expected, Prrx1 was overexpressed and also that *Pre-miRNAs* were significantly upregulated (Fig. 3c and Supplementary Fig. 3a), suggesting that they may be direct Prrx1 targets.

As miRNA molecules of the same family share the seed sequence (nucleotides 2–7) and they can potentially target the same mRNAs, we examined whether the expression of other miR-15 family (miR-15f) members (Supplementary Fig. 3b) also correlated with that of PRRX1. Thus, we performed transient KD of PRRX1 in BT549 cells with a specific short-hairpin RNA^8^ (shRNA) vector containing nYFP. We then FACS-sorted positive cells, and checked pre-miRNAs expression for an early transcriptional response. We observed that *PRRX1* transcript was significantly reduced, and also that all the members of the miR-15f were significantly downregulated upon PRRX1 KD (Fig. 3d). We also confirmed that this was the case in HEK293 cells (Supplementary Fig. 3c).

To assess whether PRRX1 directly binds the *miR-15f* promoters, we performed ChIP assays in BT459 on the human *Mir-15-P1/2d* promoter. We found enrichment for PRRX1 binding in at least one putative BS, indicating that PRRX1 can directly bind to the *Mir-15-P1/2d* promoter (Fig. 3e). Also, PRRX1 overexpression increased the activity of the *Mir-15-P1/2d* promoter, and the deletion of PRRX1 potential BS prevented this activation (Fig. 3f). On the other hand, KD of PRRX1 in BT549 cells showed a reduction in promoter activity, confirming that PRRX1 enhances *Mir-15-P1/2d* transcription (Supplementary Fig. 3d). We also performed ChIP and Luciferase assays in mouse NIH-3T3 cells and confirmed that this direct binding and activation of the *Mir-15-P1/2d* promoter is conserved between human and mouse (Supplementary Fig. 3e, f). Furthermore, ChIP assays for Prrx1 in the promoter regions of other members of the miR-15f in human and mouse, show that Prrx1 can directly bind and likely activate other members of the family (Supplementary Fig. 3g–i). Altogether, these experiments indicate that PRRX1 is able to directly bind to the promoter, and activate the transcription of *miR-15f* members.

To elucidate in vivo the relationship between Prrx1 and miR-15f members we studied the expression of the miRNAs by ISH using specific DIG-labeled LNA (locked nucleic acid) probes to detect their mature versions in mouse embryos. At E8.5, expression can be detected in similar territories to those of *Prrx1*, e.g., MNC cells (Fig. 3g), suggesting that Prrx1 induces the expression of these miRNAs in those territories. Altogether these results indicate that miR-15f members are directly induced by Prrx1 in vitro and in vivo.

### Prrx1 indirectly attenuates *Snail1* expression through *miR-15*

We validated our microarray data (Fig. 3a) by qPCR, and confirmed that in MDA231-PRRX1cells, *SNAIL1* is significantly downregulated (Supplementary Fig. 4a). To assess whether this was an early response, we examined *SNAIL1* expression in the inducible Prrx1 system. We analyzed MDA231-cPrrx1 cells after 48hs of dox induction and found that *SNAIL1* was downregulated, confirming the microarray data also in a short-term experiment (Fig. 4a).

**Fig. 4:**
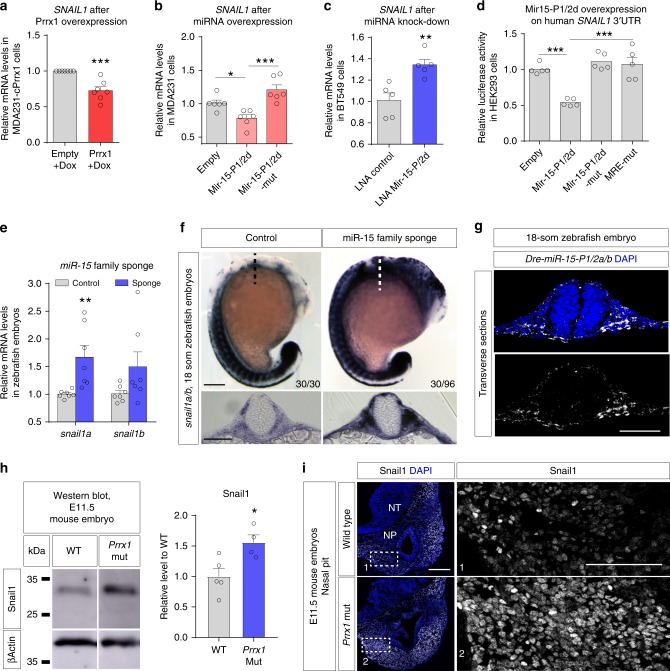
Prrx1 attenuates *Snail1* expression through the activation of *miR-15* family members. **a** qPCR assay showing the downregulation of *SNAIL1* upon conditional overexpression of Prrx1 in MDA231, induced by doxycycline after 48 h (*n* = 7). **b** qPCR assay showing downregulation of *SNAIL1* upon transient overexpression of *Mir-15-P1/2d* in MDA231 cells, using seed mutated miRNAs as control (*Mir-15-P1/2d-mut*) (*n* = 6). **c** qPCR assay showing upregulation of *SNAIL1* upon transient KD of in *Mir-15-P1/2d* in BT549 cells using miRNA LNA inhibitors (*n* = 5). **d** Repression of human *SNAIL1* 3′ UTR after *Mir-15-P1/2d* overexpression, using seed mutated miRNAs (*Mir-15-P1/2d-mut*) or MRE mutant *SNAIL1* 3-UTR (*MRE-mut*) as control (*n* = 5). **e** qPCR analysis shows upregulation of *snail1a/b* expression in the sponge-injected (*miR-15* family knocked-down) zebrafish embryos compared to controls (*n* = 6). **f** 20-somite control or miR-15 family sponge-injected zebrafish embryos showing combined *snail1a/b* expression by in situ hybridization. Transverse sections taken at the levels indicated by the dashed lines. Scale bar: 250 μm. **g** Fluorescent miRNA in situ hybridization to detect mature miRNAs in transverse sections of 20-somite zebrafish embryo, showing the expression of *Dre-miR-15-P1/2a/b* in neural crest derived cell populations. Scale bar: 250 μm. **h** Western blot for Snail1 and β-actin from E11.5 control and *Prrx1* mutant embryos, including quantification of intensity of Snail1 signal (*n* = 5 WT, 4 KO). **i** Snail1 IF in the nasal pit regions of E11.5 WT and mutant embryos. Scale bar: 250 μm for NP sections and 100 μm for insets (boxes 1 and 2). MRE miRNA responsive element, LNA locked nucleic acid, WT wild type, Mut mutant, NT neural tube, NP nasal pit. Quantifications are performed for one section of WT or mutant embryos, and the increase and expansion is observed in *n* = 2/2 mutant embryos compared to *n* = 3/3 different E11.5 WT. Bars represent mean plus SEM, indicated (*n*) represent number of independent experiments as biological replicates and asterisks indicate significant *p* value in *t* test for a, c, e, h and one-way ANOVA with Bonferroni’s multiple comparison test for (**b**), (**d**) (*p < 0.05, **p < 0.01 and ***p < 0.001). Source data are provided as a Source Data file

The observed downregulation of *SNAIL1* after constitutive and short-term induction of PRRX1 expression together with the fact that Prrx1 directly induces the transcription of *miR-15f* members that were predicted to target *Snail1* (Supplementary Fig. 4b), suggested that Prrx1 could be attenuating Snail1 expression through the activation of miR-15f members. Importantly, the miRNA responsive element (MRE) in *Snail1* 3′ untranslated region (UTR) is conserved in all vertebrates (Supplementary Fig. 4c), and the in silico prediction for binding of human, mouse, chicken, and zebrafish miR-15f members to the corresponding *Snail1* 3′ UTRs suggest a strong hybridization not only in the seed region but also in the 3′ end of the miRNAs (Supplementary Fig. 4b, d–f). Thus, we examined whether *Snail1* could be directly targeted by miR-15f. We first overexpressed *Mir-15-P1/2d* in MDA231, and found a significant downregulation of *SNAIL1*. As a control, we overexpressed a seed-mutated version of the miRNAs (*Mir-15-P1/2d*-mut), unable to bind to *SNAIL1* 3′ UTR (Fig. 4b). Conversely, we used specific miRNA inhibitors/LNAs to KD *Mir-15-P1/2d* in BT549, which express high levels of PRRX1 and miR-15, and that resulted in upregulation of *SNAIL1* (Fig. 4c). To confirm that this downregulation was through direct binding of the miRNAs to the 3’UTR, we performed Luciferase assays and observed that overexpression of *Mir-15-P1/2d* repressed human *SNAIL1* 3′ UTR activity. This repression was abolished when we used either the seed-mutant miRNAs or a MRE-mutated version of the *SNAIL1* 3′ UTR (Fig. 4d). Moreover, we checked other miR-15f members and found that *Mir-15-P1/2b* behaves similarly (Supplementary Fig. 4g). This regulation is conserved in mouse, chicken and zebrafish, as overexpression of *miR-15f* members can repress *Snail1* 3′ UTR from those species (Supplementary Fig. 4h–j), indicating that *Snail1* mRNA is a bona fide target of miR-15f in vertebrates.

To test whether this regulation operates in vivo, we knocked-down *miR-15f* in zebrafish embryos by injecting a sponge RNA^35^ containing partially complementary sequences to all *miR-15f* members (Supplementary Fig. 4k). Zebrafish embryos were injected at 1–2 cell stage and then collected at 20-somite stage. qPCR from pools of embryos confirmed that *snail1a/b* transcripts were more abundant in those injected with sponge (Fig. 4e). ISH analysis showed that in one third (30/96) of the injected embryos, *snail1a/b* expression was increased (Fig. 4f). Transverse sections confirmed the drastic increase in *snail1* expression in the territories of endogenous *miR-15* expression (Fig. 4f, g). Some embryos showed ectopic *snail1* positive cells that migrated beyond their normal position (Supplementary Fig. 4l, asterisk), as may be expected for a Snail gain of function. These findings are compatible with *miR-15f* attenuating *snail1* expression in zebrafish, confirming the results previously observed in cultured cells and living embryos.

To assess whether the loss of Prrx1 protein also affects Snail1 levels in the mouse, we performed western blot analysis in *Prrx1* mutant embryos (bearing a LacZ knock-in in the *Prrx1* locus (*Prrx1*^*tm1Jfm*^)^36^) (Supplementary Fig. 5a), and found a significant increase of Snail1 protein levels compared with WT embryos (Fig. 4h and Supplementary Fig. 9). Snail1 IF in cryo-sections from E11.5 embryos (Fig. 4i and Supplementary Fig. 5b, d) showed an increased expression and expansion of Snail1 territories in the head of mutant embryos, compatible with a mutual Prrx1/Snail1 repression (Supplementary Fig. 5b–e and Fig. 4i). Altogether, these findings are compatible with our in vitro analyses and indicate that Prrx1 indirectly attenuates the expression of Snail1 through the induction of miR-15f, a mechanism that is conserved in vertebrates.

### *SNAIL1* and *PRRX1*-*miR-15* correlation with patients’ prognosis

As shown previously in breast and in lung squamous cell carcinoma patients, high expression of *SNAIL1* in tumors correlate with poor prognosis^8,11^, while high *PRRX1* correlates with good prognosis^8^. We confirmed this notion analyzing breast cancer patients’ overall survival (OS) from a different dataset^37^ containing different clinical conditions and subtypes, including tumoral grade, ER/PR/HER2, lymph-node status, etc. (Total) (Fig. 5a). These correlations are even stronger when we analyze patients with lymph-node positive status (Fig. 5b). We also found that in terms of patients’ OS the expression of *miR-15f* members have similar profile to that of *PRRX1*, i.e., high expression of *miR-15f* members correlate with better OS in total and lymph-node positive patients’ groups (Fig. 5a, b).

**Fig. 5:**
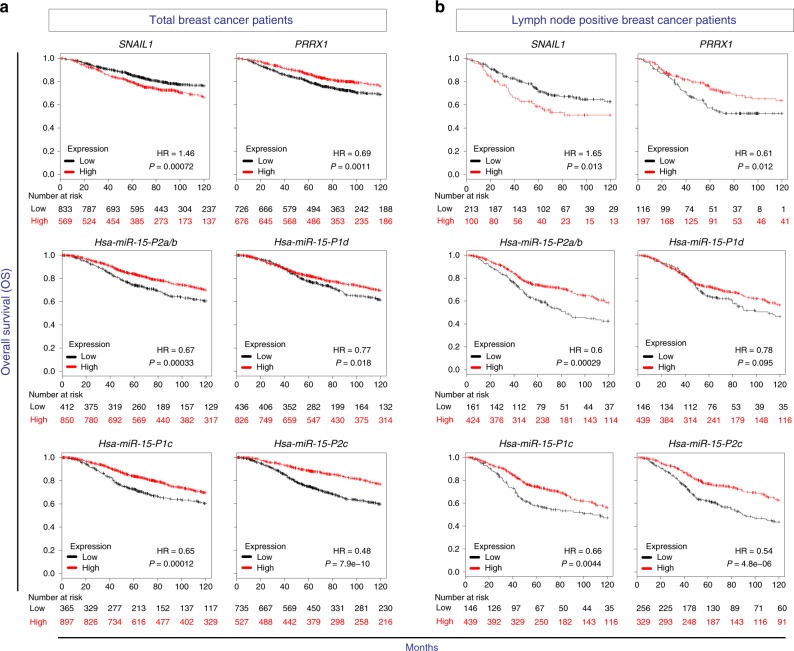
Relationship between the expression of *SNAIL1*, *PRRX1*, and *miR-15* family members and overall survival in breast cancer patients. Kaplan–Meier overall survival (OS) plots from breast cancer patients with lymph-node positive status, showing that high expression of *SNAIL1* correlates with low survival, while *PRRX1* high expression correlates with a better survival. The expression of *miR-15* family members follow a similar trend as that of *PRRX1*. Hazard ratio (HR) and logarithmic ranked *p* Value (longrank *P*) were analyzed to infer the significance of the differences. Numbers below each graph represent number of patients at risk in any given time (months), black for low expression and red for high expression of each gene/miRNA. The cut-off is automatically calculated based on the best performing threshold

Breast cancer is highly heterogeneous, including several different subtypes. Among all subtypes, triple-negative breast cancer (TNBC) is classified as basal-like^38^ and has been associated with EMT features and mesenchymal phenotype, also manifesting worst prognosis and lowest response to therapy^39,40^. Therefore, we examined the expression of *SNAIL1/PRRX1* and *miR-15f* members in patients with basal/TNBC subtype. Similar to the results obtained with total patients, high expression of *SNAIL1* significantly correlated with poor OS, while *PRRX1* high expression was concomitant with more favorable OS (Supplementary Fig. 6). Also, three members of the *miR-15f*, out of the four that were shown in total patients’ group, followed *PRRX1* expression trend (Supplementary Fig. 6). Altogether, these results indicate that similar to *PRRX1*, when *miR-15* are expressed at high levels in cancer patients, they are associated with better prognosis, even in patients who have the cancer spread to their lymph nodes and also in basal/TNBC subtype which comprises the most unfavorable disease.

### Snail1 and Prrx1 are sequentially expressed during EMT

Snail1 seems to be the first EMT-TF to be expressed in regions of the embryo that will undergo an EMT process, including the primitive streak and the neural crest^41^. *Snail* genes (*Snail1* in the mouse and *Snail2* in the chick) are expressed in the PNC before delamination from the neural tube and continue to be expressed in early migratory cells but their expression decays along the migratory routes^41,42^. In contrast, Prrx1 is expressed in migratory crest subpopulations (MNC; ref. ^8^ and this work). The expression of these two EMT-TFs follows a temporal order in the migration of the neural crest, and thus, likely reflects a hierarchy of activation during the EMT process that drives neural crest delamination and migration. To test this idea, and taking into account that both Snail and Prrx are activated by the TGF-β superfamily members bone morphogenetic proteins (BMPs) during embryonic development^8,12^, we first treated developing zebrafish embryos from 4-somite stage with BMP and examined the levels of *snail1, prrx1* and *miR-15f* members by qPCR. *snail1b* was quickly upregulated, while *prrx1a/b* and *miRNAs* were induced later, concomitant with downregulation of *snail* genes (Fig. 6a).

**Fig. 6:**
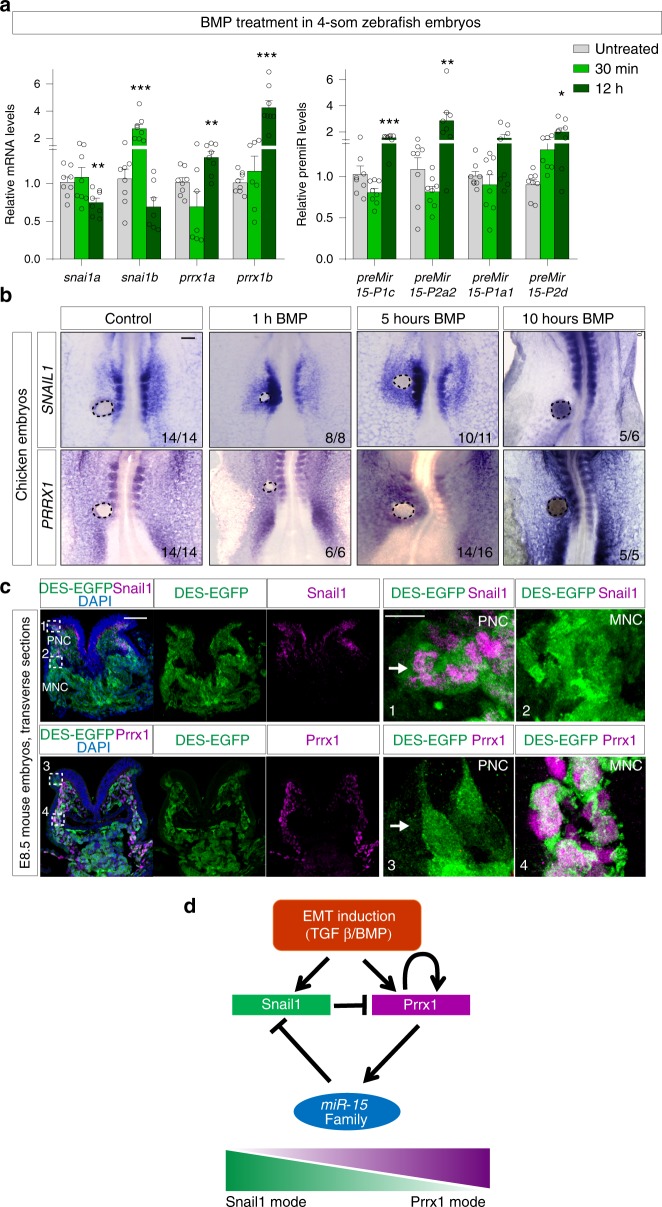
Snail1 and Prrx1 are sequentially expressed during EMT. **a** qPCR assay showing the expression of *prrx1a/b* and *snail1a/b* (left) and *premiRNAs* (right) in zebrafish embryos after different treatments with BMP (*n* = 8). Asterisks indicate significant *p* value in one-way ANOVA with Bonferroni’s multiple comparison test compared to the control. (*p < 0.05, **p < 0.01 and ***p < 0.001). Source data are provided as a Source Data file. **b** Dorsal view of HH9 chicken embryos showing *SNAIL1* and *PRRX1* expression in control embryos and at different times after BMP-soaked bead implantation. **c** Transverse sections of E8.5 DES-EGFP reporter mouse embryos showing IFs for GFP and Snail1 (upper panel) or Prrx1 (lower panel). Insets show higher magnification pictures for GFP and Snail1 (1 and 2), or for GFP and Prrx1 (3 and 4). **d** Schematic model of the gene regulatory network. DES downstream enhancer of Snail1, PNC premigratory neural crest shown by arrows, MNC migratory neural crest. Scale bars: 100 μm. Scale bars: 100 μm for sections and 10 μm for insets (boxes 3–4)

To test this hypothesis in other species, we implanted BMP-coated beads close to somites in developing chicken embryos, and monitored the expression of these two EMT-TFs at different time points. *SNAIL1* was quickly upregulated 1 h after bead implantation, whereas *PRRX1* upregulation was observed after 5 h (Fig. 6b), supporting the notion of sequential activation of these EMT-TFs. In line with our findings in zebrafish, *SNAIL1* transcripts were reduced in the somites close to the bead after longer BMP treatment, while *PRRX1* was still upregulated in similar somite regions (Fig. 6b). We also found that the peak of SNAIL1 protein expression occurred after 5 h, and that of PRRX1 protein after 10 h (Supplementary Fig. 7a, b). This suggests that although *SNAIL1* transcription is quickly upregulated, the increase in protein level takes longer, allowing a slower *PRRX1* activation by BMP, that will gradually outcompete SNAIL1 expression.

To examine whether this sequential activation was also conserved in the mouse, we used a transgenic model containing a *downstream enhancer* of *Snail1* (DES) that drives the expression of enhanced green fluorescent protein (EGFP) to its endogenous territories, recapitulating the vast majority of *Snail1* expression in the developing embryo (*Snail1* (DES)-EGFP reporter mouse; Supplementary Fig. 8). The half-life of the GFP protein is very long^43^ whereas Snail1 protein is very unstable^44^, thus, this model can provide a short-time lineage tracing system. In transverse sections of E8.5 embryos, we observed that PNC and early MNC cells expressed Snail1 and GFP, while late MNC cells are negative for Snail1 protein but positive for both GFP and Prrx1 (Fig. 6c). This observation is compatible with the idea that Snail1 and Prrx1 are expressed in a sequential manner, as Prrx1 positive cells seem to be descendants of Snail positive cells (double-labeled cells in Figs. 6c box4). Altogether, these results suggest that during embryonic development, cells undergo EMT by activating Snail1 first, and then attenuation of Snail1 is indirectly mediated by Prrx1 though the activation of the miR-15f, all being part of a GRN in which miR-15f may coordinate the transition from Snail1- to Prrx1-mediated EMT programs (Fig. 6d).

## Discussion

Epithelial cells transition to a variety of mesenchymal states to fulfill different roles in different contexts. The existence of diverse mesenchymal cells allows for a high degree of cell heterogeneity in terms of potential fates and therefore, functions. They are all called mesenchymal based on morphology, the expression of particular markers (although there is no universal marker to define them), and very often, their ability to migrate. Differences arise from the tissue of origin as these phenotypic transitions are governed by extracellular signals that activate a plethora of EMT-TFs.

Here, we show that Snail1 and Prrx1 are expressed in a complementary manner during vertebrate development and in cancer patients. Considering that all EMT-TFs are activated by the same extracellular signals, this strongly suggests that Snail1 and Prrx1 may be part of a mutual regulatory network. In this work, we describe such a mechanism. We find that Snail1 and Prrx1 behave as mutual repressors, albeit they use different mechanisms. Although in some contexts Snail1 can function as an activator^45^, it is mostly a strong transcriptional repressor^26,46^, and this is the mechanism that it uses to repress *Prrx1* expression. Prrx1, in turn, is a transcriptional activator^30^ and accordingly, here we show that it represses Snail1 indirectly through the activation of a repressor, miR-15f. As miR-15f is composed of eight members in four different clusters, this provides a certain degree of variability in the repression, e.g., one or several family members can be used in specific cell contexts to exert a particular level of repression.

Following the developmental time in a particular tissue, it is possible to infer potential regulatory scenarios in which the mutual repression of these TFs could be integrated. For instance, in the mouse, Snail1 is expressed in the PNC and Prrx1 is expressed in subpopulations of MNC. During somite formation, Snail1 is expressed in the precursors of the whole somite and, later on in the mature somites, it is expressed in the SC and Prrx1 in the DM, also showing complementary expression. This implies that Prrx1 is activated in some descendants of Snail1 expressing cells. Altogether, this points to the successive upregulation of EMT-TFs during the development of the neural crest and the somites, providing a hierarchical temporal order in the activation of these two TFs. As such, we provide evidence of this temporal hierarchy both in vitro and in vivo, with Snail1 being activated at earlier time points in response to an EMT-inducing signal.

Interestingly, the inducing signal is the same for Snail1 and Prrx1 (the TGF-β superfamily^8,12^ and this work), and thus, the question is why they are not simultaneously activated when the signal is available in the embryo or in cancer cells. One explanation is that Snail1 bears a poised promoter^47^, explaining why it usually is an early response gene activated shortly after TGF-β administration^48^. Snail1 fast activation may set an inhibitory scenario for Prrx1 upregulation, which may change when the duration of the TGF-β signal accumulates sufficient stimulus to induce Prrx1. This establishes a temporal order of predominant EMT programs, firstly mediated by Snail1, a strong epithelial repressor needed for cells to detach from their neighbors. Subsequently, Prrx1, a strong mesenchymal inducer, is activated and in turn, it will promote the acquisition and maintenance of robust mesenchymal features for cells to migrate to their destination. Cells do not only express these two TFs but also members of the other EMT-TF families in a context-dependent combination that will determine their final phenotype. Nonetheless, Snail1 and Prrx1, as shown here, are mutually exclusive, thereby promoting their own mode of EMT. We also describe in this work that Prrx1 further reinforces its own program by activating its own promoter. Interestingly, Snail1 represses its promoter, thereby modulating its own expression^49^. This can also contribute to the establishment of the temporal hierarchy of EMT-TF activation, promoting Prrx1 upregulation, as we observe during embryonic development. Altogether, these mutual regulations and the response to the inducing signal establish a GRN that controls the EMT programs.

Snail1 and Prrx1 EMT programs differ in some important aspects. As such, EMT has been associated with the acquisition of stem cell properties^6^ but Prrx1 represses stemness^8,9^. This impinges into the plasticity required in both embryonic and cancer cells to revert to a more epithelial phenotype at the site of their final destination either to differentiate into different organs during development or to form macrometastases during cancer progression (see refs. 8 and 50–52). Prrx1 needs to be downregulated in cancer cells to promote the reversion, and its downregulation implies an increase in stem cell properties that are also essential for metastatic growth. This explains why there is a positive correlation between high levels of Prrx1 and better prognosis in cancer patients^8^. Those cells may be stuck at a very mesenchymal state, lacking the plasticity required to colonize and restart proliferation in distant organs. In addition, as we have found that miR-15f members are direct targets of Prrx1, Prrx1 high levels will lead to miR-15 activation, resulting in Snail1 attenuation, promoting a decrease in stem cell properties and therefore in metastatic abilities. In agreement with that, we find that miR-15 expression also correlates with better survival rate in patients. However, we cannot exclude that other regulatory circuits impinging on Snail1 expression also play a role, including the well described Snail1/miR-34 and miR-200 reciprocal feedback loops^14^.

Importantly, the relationship between EMT and stemness has been mainly studied in adult mammary gland and in cancer cells^6^, but these differences in conferring stem-like cell properties may also have a role during embryonic development. Snail1 expressing cells might be in more stem state, as they can give rise to cells with a variety of fates. For instance, Snail1 is expressed early in primitive streak and the premigratory neural crest, both of which later give rise to a large variety of cell types^53^. As such, it has been proposed that the premigratory neural crest may still retain characteristics of the pluripotent blastula stage^54^. These multipotent territories do not express Prrx1, which is rather expressed in cells that have been already committed to particular lineages such as specific mesodermal or crest subpopulations. This is also compatible with the already discussed temporal hierarchy in the activation of these two EMT-TFs that occurs in parallel with commitment to different fates.

As much as Snail1 and Prrx1 trigger different EMT programs^8^, they have important common functional roles inducing the transition towards a mesenchymal state, activating invasion and migration and attenuating proliferation. Snail1 induces migration and invasion in many different contexts through activation of a variety of factors including matrix metalloproteinases that enable cells to break the basal lamina and delaminate^55,56^, and attenuates proliferation by repressing the *cyclin D* transcription^57^. Prrx1 also decreases cell proliferation and induces invasiveness^8,58^. Here, we show that some roles of Prrx1 are mediated by miR-15, such as promoting its own EMT mode by attenuating Snail1 expression. Interestingly, some miR-15f members have previously been associated with regulating cell proliferation, migration and invasion^32–34^, suggesting that in addition to Snail1, they have other targets that impinge into particular characteristics of the EMT process.

Overall, in this work, we describe a GRN that operates in development and in disease to regulate the activation of different EMT programs, providing a superimposed degree of controlled heterogeneity required for the EMT, a crucial and complex process, fundamental for organ formation and cancer progression.

## Methods

### Cell culture

MDA-MB-231 (MDA231), MDA436, BT549, and SUM149PT human breast tumor cell lines, HEK293 human embryonic kidney and NIH3T3 mouse fibroblast cells were purchased from the ATCC (Virginia, USA) and ASTERAND BIOSCIENCE. MDA231, MDA436, and BT549 human tumor cell lines were cultured in DMEM:F12 HAM media (1:1), and SUM149PT cells in F12 HAM media, supplemented with 10% heat inactivated fetal bovine serum (FBS) (Sigma), 10 μg/ml insulin (Roche), 1% Gentamicin (Sigma), and 1% amphotericin (Sigma). HEK293 cells were cultured in DMEM supplemented with 10% heat inactivated FBS (Sigma) and 1% Gentamicin (Sigma) 1% amphotericin (Sigma). NIH3T3 cells were cultured in DMEM supplemented with 10% heat inactivated calf new-born serum (Sigma), 1% amphotericin (Sigma) and 1% Gentamicin (Sigma). Cells were kept at 37 °C and 5% CO_2_, and the media was replaced every 2/3 days. HEK293 cells were passaged when they reached 80% confluency 1:10 every 48 h, while BT549 and MDA231, MDA436, and SUM149PT cells were passaged when reached 80% confluency 1:5 every 72 h. Cells were discarded after up to five consecutive passages and replaced by freshly thawed stocks. All cell lines were tested and confirmed negative for mycoplasma on a monthly bases at the host institution. All the cell lines were authenticated using STR profile by the Genetic Analysis Service at Miguel Hernandez University, Spain.

### Microarray analyses

MDA231 human breast cancer cell line was transduced using a lentiviral system to stably express control GFP (MDA231-Control, MDA231-C) and PRRX1 (MDA231-PRRX1, MDA231-P)^8^. Three independent samples per condition from MDA231-C and MDA231-P cells, were hybridized to Human Gene 2.0 ST expression arrays (Affymetrix). Microarray data were analyzed using R and Bioconductor^59^. Expression data was preprocessed and normalized using the RMA algorithm^60^, and differential expression analysis was performed using limma^61^ *t* test to extract statistically significant changes between *PRRX1* and control samples. Accordingly, the genes that have a log2 fold change > 1.5 and corrected *p* value < 0.05 (Benjamini–Hochberg FDR) were considered as being differentially expressed.

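At this threshold, with log2 fold change read as written, 166 probe sets were higher and 70 were lower in MDA231-PRRX1, of which 61 and 34 carry a gene symbol here. The highest log2 difference among named genes other than miRNAs was that of TMEM47, a membrane protein of cell junctions, from 4.49 ± 0.12 to 8.11 ± 0.23 on the log2 scale (SD, n = 3 each), a log2 difference of 3.61 (standard error 0.14, adjusted p = 2.02e-05 from limma). Others of the 10 largest rises were NRK, a kinase, at 2.22, HAS2, which makes hyaluronan, at 2.20, and the zinc finger gene ZNF521 at 2.13. Also among them were the long non-coding RNA RUNX1-IT1 at 2.01, DST, a cytoskeletal linker, at 2.01, the splicing regulator gene MBNL3 at 2.00, BLTP1 at 2.00 and TMEM163 at 1.96. The adjusted p of these 8 genes lay between 5.49e-05 and 0.011 (limma). The largest fall was that of UCA1, a long non-coding RNA, from 11.1 ± 0.01 to 6.76 ± 0.16 (SD, n = 3 each), a log2 difference of -4.29 (standard error 0.11, adjusted p = 3.64e-06 from limma). Its other probe set had a log2 difference of -1.70 (adjusted p = 0.00020). The focal adhesion gene TNS4 fell by 3.70, HKDC1, of the hexokinase family, by 2.91, and LCP1, an actin bundling protein, by 2.70. PTGS1, the constitutive cyclooxygenase, fell by 2.59, the vault RNA VTRNA2-1 by 2.44, EREG, a ligand of the epidermal growth factor receptor, by 2.28, PSG9 by 2.28, FLG, the filaggrin gene, by 2.22 and IL7R, a cytokine receptor gene, by 2.12, all on the log2 scale with adjusted p between 2.02e-05 and 0.0020 from limma. PSG9 has close paralogs whose transcripts its probes can share. The control levels of TMEM47 and NRK and the MDA231-PRRX1 level of PSG9 lie below the array medians and no detection call is given, so how far they lie above background, and the size of these changes with it, is not known here.
MDA231-Control replicate 2 was the lowest control in 135 of the 166 higher probe sets. Without it 83 probe sets were higher at this threshold, without MDA231-Control replicate 1 there were 286 and without MDA231-PRRX1 replicate 1 there were 105. Without MDA231-Control replicate 2 the log2 difference was 1.67 for DST, 1.52 for MBNL3 and 3.68 for TMEM47. With a linear fold change of 1.5 in place of the log2 one, 1622 were higher and 1367 were lower.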

### Plasmid constructs and interfering RNAs

For overexpression studies, human PRRX1 ORF (ENSG00000116132) was cloned in the pBABE expression vector, and mouse Prrx1 ORF (ENSMUSG00000026586) was cloned in the pCDNA3.1 expression vector. Lentiviral vectors were generated via subcloning nuclear yellow fluorescent protein (nYFP) followed by P2A and mouse Prrx1-L open reading frame into pTRIPZ construct. P2A is a short peptide derived from porcine teschovirus-1 which mediates production of equimolar levels of Prrx1 protein sequence plus the nYFP reporter^62^. For RNA interference in BT549 cells, nYFP under hPGK promoter was subcloned into pLKO.1 construct containing PRRX1 specific shRNA (Dharmacon, RHS3979–201751764, Mature antisense: TTATTGGCTAGCATGGCTCTC)^8^. For RNA interference in MDA436 cells, specific siRNAs were used for SNAIL1 and PRRX1 (SNAIL1 siRNA (antisense): UGGCACUGGUACUUCUUGACAUCUGtt and PRRX1 siRNA (antisense): GAUGACUAAAUGGUAUUCCtt). PRRX1 siRNA was obtained from Silencer® predesigned (Ambion). For miRNA overexpression studies, approximately 150 base pairs up- and downstream of the stem–loop sequences of each miRNA pair (obtained from www.mirbase.org) were cloned into the pcDNA3.1 vector. 3’ UTRs of mouse, human, chicken and zebrafish *Snail1* were cloned downstream of Firefly luciferase ORF in pGL3 basic vector. Promoters of human and mouse *Mir-15-P1/2d* as well as human and mouse *Prrx1* plus human *PRRX1* upstream (enhancer-like; containing BS7) region (−7046 to −6439) were cloned upstream of the Firefly luciferase ORF in pGL3 basic vector, which contains a minimal promoter, considering cases to analyze DNA segments lacking promoter activity. For Snail1 reporter assay, mouse *Snail1* promoter cloned in pXP1 luciferase construct^63^ was used. For mutagenesis, primers were designed using the online tool https://www.agilent.com/store/primerDesignProgram.jsp. PCR was performed using Pwo polymerase following manufacturer’s instructions, and PCR products were treated with DpnI restriction enzyme, then transformed in bacteria to be amplified, extracted using Mini-prep and then sequenced to confirm the mutation/deletions. All constructs were generated using the primers described in Supplementary Table 3.

### Transfection of plasmids and interfering RNAs

BT549 cells were transfected with either control pLKO.1 vector or PRRX1 specific shRNA^8^ using Lipofectamin 3000 (Invitrogen) following the manufacturer’s instructions. 500,000 cells were seeded in 10 cm plates 24 h prior transfection. Five days post transfection YFP-positive cells were fluorescence-activated cell sorting (FACS) (BD FACSARIA III, USA) sorted directly collected into lysis solution from *mir*Vana^TM^ miRNA Isolation Kit and subjected to RNA extraction. For LNA transfection, 250,000 BT549 cells were seeded in 6-well plates 24 h prior transfection, and 48 h after transfection cells were lysed for RNA extraction. HEK293 cells were transfected using the same procedure. MDA231 cells were transfected with pCDNA3.1 vectors for miRNA overexpression using Lipofectamin 3000 (Invitrogen) following the manufacturer’s instructions. 200,000 cells were seeded in 6-well plates 24 h prior transfection, and 48 h after transfection cells were lysed for RNA extraction.

### Dual luciferase reporter assay

HEK‐293 and BT549 cells were cultured in 24-well plate 10 h before transfection. Cells were seeded in triplicate and transfected with 100 ng of the constructs containing sequences for promoters or 3’UTRs cloned in pGL3P vector, 50 ng of the pRL control vector (Renilla luciferase) and 200 ng of the pcDNA3.1 plasmid subcloned with different transgenes for pre-miRNA or Prrx1/Snail1 overexpression, using the Lipofectamin 2000 (Invitrogen). The media were refreshed 12 h after transfection. After 48 h, the cells were lysed using 5× lysis buffer (Promega), and the enzymatic activity was analyzed after adding Luciferase Assay and Stop&Glo reagents (Promega), to measure Firefly and Renilla successively, using Sirius Luminometer (Berthold, Germany).

### Lentiviral infection

MDA231 cells were infected by pTRIPZ inducible lentiviral system containing nuclear nYFP-P2A-Prrx1 or control vectors with turbo RFP. The pool of infected cells was selected by treatment with puromycine for 48 h. Infected cells were seeded in 10 cm dishes, subjected to 2μg/ml doxycycline to induce the Tet-ON promoter (tetracycline-controlled transcriptional activation that is induced upon presence of antibiotic tetracycline or one of its derivatives, doxycycline) and FACS-sorted after 48 h for either YFP or RFP positive signals for Prrx1 overexpressing or control cells, respectively. Cells were collected immediately after sorting in lysis solution from *mir*Vana^TM^ miRNA Isolation Kit (Invitrogen).

### Total RNA extraction cDNA synthesis and qPCR analysis

For gene expression assays, total RNA was extracted using the illustra RNAspin Mini isolation kit (GE Healthcare), following the manufacturers’ instructions. For Reverse transcription cDNA synthesis, oligo (dT)_18_ and random hexamer primers with the Maxima First Strand cDNA Synthesis kit (Thermo Scientific) were used, following the manufacturers’ instructions. Primers used are listed in Supplementary Table 3. Quantitative RT-PCR was performed using Fast SYBR Green Mastermix (Applied Biosystems), in a Step One Plus machine (Applied Biosystems) according to the manufacturers’ instructions. Relative levels of expression were calculated using the comparative Ct method normalized to the internal control *TBP* housekeeping gene.

For mature miRNA expression assays, total RNA enriched for small RNAs was extracted using *mir*Vana^TM^ miRNA Isolation Kit (Invitrogen), following the manufacturers’ instructions. Reverse transcription reactions were performed using TaqMan® MicroRNA Assay (Applied Biosystem) according to the manufacturers’ instructions. For quantitative real-time retro-transcriptase PCR (qPCR), specific probes from TaqMan® MicroRNA Assay (Applied Biosystem) were used (Catalog # 4427975, hsa-miR-424-5p Assay ID: 000604 and hsa-miR-503–5p Assay ID: 001048). TaqMan® Universal Master Mix II, no UNG (Applied Biosystems) was used, in a Step One Plus machine (Applied Biosystems) according to the manufacturers’ instructions. Relative levels of expression were calculated using the comparative Ct method normalized to the internal control U6 snRNA.

### ChIP assay

Parental BT549 cells, BT549 cells transfected with SNAIL1-MYC and NIH-3T3 cells were used for ChIP assays for each indicated experiment. Cells were collected when at 80% confluency from 10 cm culture dish after trypsinization, and fixed in 1% PFA 15 min, and subsequently quenched with 0.125 M glycine for 15 min. Next, cells were lysed in 300 μl of lysis buffer (1% sodium dodecyl sulfate (SDS), 10 mM EDTA 50 mM Tris-HCl pH 8, protease inhibitor cocktail) on ice for 10 min. Lysates were sonicated four times for 15 min each in Bioruptor (H, 30” on/30” off). Sonicated lysates were then diluted to 5 ml with dilution solution (0.01% SDS, 1% Tx100, 2 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl, protease inhibitor cocktail). Aliquots were de-crosslinked and ran in agarose gel to check for proper fragmentation. Samples were used for antibody incubation overnight at 4 °C in a rotating rotor. IgG was used as control for normalization and Histone H3 was used, at least in one of the replicates, to ensure efficient precipitation. Information and dilution for antibodies are listed in Table 1. Protein A coupled magnetic beads (Biorad) were blocked overnight with 0.05% bovine serum albumin (BSA), 2 μg/ml of salmon sperm DNA in dilution solution. Antibody and control fractions were then incubated with the magnetic beads for 4 h at 4 °C in a rotating rotor, and subsequently washed with Wash buffers (WB) 1 (0.1% SDS, 1% Tx100, 2 mM Tris-HCl pH 8, 150 mM NaCl), WB 2 (0.1% SDS, 1% Tx100, 2 mM Tris-HCl pH 8, 500 mM NaCl), WB 3 (1% NP40, 1% sodium deoxycholate, 10 mM Tris-HCl pH 8, 1 mM EDTA, 0.25 mM LiCl), and finally with WB4 (10 mM Tris-HCl pH8 and 1 mM EDTA). 10% CHELEX was added to the samples and then de-crosslinked at 95 °C for 10 min, Proteinase K treated (2 μg/ml) at 55 °C for 30 min and inactivated at 95 °C for 10 min. Supernatant was used for direct qPCR reaction (2.5 μl).

**Table 1:** Antibodies

Antibody	Concentration	Species and type	Provider (Cat #)
Prrx1 (for ChIP)	1:200	Rabbit polyclonal	Sigma (HPA051084)
IgG	1:1000	Rabbit	Diagenode (C15410206)
Myc tag	1:500	Goat pAb	Abcam (ab9132)
Prrx1 (for IF)	1:100	Tanaka lab^12^	
Snail1 (for IF in embryos and western blot)	1:50	Rabbit monoclonal	Cell Signaling (C15D3, #3879)
GFP	1:500	Chicken polyclonal	Aveslab (2BScientific, GFP-1020)
DIG-AP	1:1000	Fab fragments, sheep polyclonal	Roche (11093274910)
DIG-POD	1:500	Fab fragments, sheep polyclonal	Roche (11207733910)
FLUO-POD	1:500	Fab fragments, sheep polyclonal	Roche (11426346910)
β-actin	1:2000	Rabbit polyclonal	Abcam (ab8227)
Alexa Fluor 488	1:500	Goat anti-rabbit	Invitrogen (A11008)
Alexa Fluor 568	1:500	Goat anti-rabbit	Invitrogen (A11011)
Alexa Fluor 488	1:500	Goat anti-chicken	Life technologies (A11039)
Alexa Fluor 568	1:500	Goat anti-rat	Invitrogen (A11077)
Snail1 (for IF in cells)	1:50	Rat monoclonal	Cell signaling (SN9H2, #4719)
Histone H3	1:500	Rabbit polyclonal	Abcam (ab1791)

### RNA in situ hybridization

Whole-mount RNA ISH^64^ was carried out using digoxigenin-labeled probes synthesized from mouse, chicken and zebrafish Snail1 and Prrx1^12,41^. Mouse, chicken and zebrafish embryos were fixed in 4% PFA-DEPC O/N. Zebrafish embryos were then dechorionated in cold 4% PFA-DEPC. Embryos were washed in PBS 0.1% Tween 20 (PBS-T). Next, embryos were dehydrated through a series of increasing methanol concentrations in PBS-T (25, 50, 75, and 100%) and kept O/N at −20 °C. Then, they were rehydrated through methanol:PBS-T in reverse order and washed in PBS-T at the end. For fluorescent ISH, embryos were incubated in 1% hydrogen peroxide (H_2_O_2_) for 10 min, and then washed with PBS-T. Depending on species and developmental stage, embryos were treated with 10 μg/ml proteinase K in PBS-T between 3 and 6 min at room temperature. Then they were refixed with 4% PFA-DEPC, and washed. Embryos were then incubated with prehybridization solution (50% formamide, 5× SSC, 2% Boehringer blocking powder, 0.1% Tween 20, 50 μg/ml heparin, 1 mg/ml t-RNA, 1 mM EDTA, 0.1% CHAPS) at 60 °C, and then O/N upon refreshing prehybridization solution. Embryos were either used the next day for ISH or stored at −20 °C.

Prehybridized embryos were incubated with 1μg/ml of DIG or FLUO probes O/N at 60 °C. The next day, embryos were washed several times first with 2X SSC, 0.1% CHAPS and then 0.2X SSC, 0.1% CHAPS, and then with KTBT washing buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 10 mM KCl, 0.1% Triton X-100 in H2O). After the washes, embryos were incubated in blocking solution (15% sheep serum, 0.7% Boehringer blocking solution, 0.1% Triton X-100 in KTBT) for 3 h at 4 °C. Then embryos were incubated with antibodies (1/1000 anti-DIG-AP, 1/500 anti-DIG-POD or anti-FLUO-POD, depending on the experiment) in blocking solution O/N at 4 °C. The whole next day, embryos were washed many times in KTBT buffer and kept O/N in KTBT at 4 °C.

For bright field ISH (chemical development of signal) embryos were washed in NTMT (100 mM Tris-HCl pH9.5, 59 mM MgCl_2_, 100 mM NaCl, 0.1% Tween-20, 1 mM levamisole in H_2_O) buffer three times prior to developing the signal. Embryos were then incubated with NTMT containing freshly added 3 μl NBT and 2.6 μl BCIP per 1 ml (developing solution), in the dark at RT until the color reaction develops. After obtaining the desired signal level in positive tissues, embryos were washed several times in KTBT and left O/N at 4 °C. After hybridization embryos were fixed in 4% PFA, washed in PBS and imaged in a Leica M125 dissecting scope with a Leica DFC 7000T digital camera (Leica, Wetzlar, Germany). Some embryos were embedded in paraffin or gelatin, and sections were obtained at 7 or 30 μm, respectively. Sections were photographed under a Leica DMR microscope (Leica, Wetzlar, Germany).

For double-fluorescent ISH, DIG, and FLUO labeled probes were mixed and added to the hybridization solution. After the washing steps with SSC buffer and blocking, embryos were incubated with the first antibody (anti-DIG-POD or anti-FLUO-POD). The next day, after two times washing with KTBT, embryos were incubated with Amplification solution (TSA® fluorescein detection kit, PerkinElmer) for 2 min to adjust the pH. Cy3 or FITC were added to the Amplification solution for developing red or green colors, respectively. The embryos were then incubated in the mix for 45 min in the dark at room temperature. Next, the samples were washed 5 times in KTBT, and incubated in 2% H_2_O_2_ for 2 h, then washed 5 times in KTBT. Embryos were then incubated in blocking solution for 3 h at 4 °C, prior to adding the second antibody (anti-DIG-POD or anti-FLUO-POD) in which they were incubated O/N at 4 °C. Information and dilution for antibodies are listed in Table 1. The next day, fluorescent developing procedures were repeated for the other color, plus stained with DAPI. After washing in KTBT, embryos were imaged with Olympus FV1200 confocal microscope and subjected to mosaic merge using Image J software, for pictures of whole-mounted embryos. Some embryos were embedded in 4% low-melting agarose and sectioned using a Leica VT1000S vibratome at 200 μm and subjected to confocal microscope imaging.

### miRNA in situ hybridization

For mature miRNA ISH the mouse miR-322 (Mir-15-P1d), miR-503 (Mir-15-P2d), miR-15b (Mir-15-P1b), miR-16 (Mir-15-P2a/b) and scramble LNA probes, which were 5′–3′ DIG labeled, were purchased from Exiqon. ISH was performed on 10 μm frozen embryo sections, using the EDC method^65^. Dried cryo-sections were treated with 20 mg/ml proteinase K (pH7.4) in Tris-buffered saline (TBS) 1× (for 10× TBS, 69.6 g Tris, 87.6 g NaCl + 800 ml water, adjust pH to 7.6 and add water up to 1 L) for 20 min at RT, then washed 2 times in TBS and fixed in 4% PFA for 10 min at room temperature. Then, sections were washed once with TBS 0.2% glycine for 5 min, and washed twice with TBS.

Samples were then incubated twice for 10 min in Imidazole 0.13 M buffer (for 160 ml of buffer, 1.6 ml of 1-Methylimidazole was added to 130mlof water, pH was adjusted to 8 with HCl, and then 16 ml of NaCl 3 M was added and then water to final volume). Sections were fixed in 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC) solution (176 μl of EDC (Sigma) was added to 10 ml of Imidazole buffer, then pH was readjusted to 8 by adding HCl) for 3 h at room temperature. Samples were washed once with TBS 0.2% glycine, and twice with TBS. Next, freshly prepared 0.1 M Triethanolamine (TEA), 05% acetic anhydride was added for 30 min at room temperature. After washing twice with TBS, the sections were prehybridized with hybrid-mix solution (50% formamide, 5× SSC, 5× Denhardt’s solution (Applichem), 250 µg/ml yeast tRNA (Sigma), 500 µg/ml salmon sperm DNA (Sigma), 2% (w/v) Blocking Reagent (Roche), 0.1% 3-[(3-Cholamidopropyl) dimethylammonio]-1-propanesulfonate (CHAPs) (Sigma), 0.5% Tween) for 2 h at room temperature.

For hybridization, 4 pmol of DIG-labeled LNA probes were diluted in of hybrid-mix solution for each slide, and covered with Parafilm M (Sigma). The slides were kept in a sealed humidified chamber for at least 16 h at a temperature 20 °C below the melting temperature of the miRNA–LNA probes. Next day, sections were washed twice for 30 min in washing solution (50% formamide, 1X SSC, 0.1% Tween 20) at hybridization temperature, and then washed once with 0.2% SSC for 15 min at room temperature plus one wash with TBS 0.1% Tween 20. Slides were then incubated with 3% hydrogen peroxide, 0.1% Tween 20 in TBS for 30 min, and then washed 3 timed in TBS 0.1% Tween 20 at room temperature. Subsequently, sections were blocked by adding 0.5% Blocking Reagent (Roche), 10% sheep serum, 0.1% Tween 20 for 1 h at room temperature. Then, samples were incubated with anti-DIG antibody in blocking solution O/N at 4 °C. Information and dilution for antibodies are listed in Table 1. The next day, sections were washed 5 times with TBS 0.1% Tween 20, and incubated in NTMT buffer 3 times. Slides were next immersed in chambers containing developing solution (details in RNA ISH) at 37 °C until the color reaction developed. The sections were then washed several times in TBS and fixed in PFA before being photographed under a Leica DMR microscope (Leica, Wetzlar, Germany).

### Generation of the *Tg(hsp68-GFP-DES1)*5*4An* mouse transgenic line

The *Tg(hsp68-GFP-DES1)*^*54An*^ line was generated after pronuclear injection of the vector-free reporter construct into FVB/NJ mouse blastocysts. The reporter construct contains mouse *hsp68* (HSPA1A) minimal promoter (−872 to +1) driving eGFP followed by the SNAIL1 DES1 region (Downstream Enhancer SNAIL1). DES1 region contains the last 335 bp of SNAIL1 exon 3 and 1396 bp downstream of the gene. This region was cloned by PCR with the following primers: mmDES1-F 5′ GGATCCGCAGGGTGGTTACTGGACAC 3′ and mmDES1-R 5′ TGTCGACTCCTCCTCCCTCTCTGGAAT 3′. Founders were screened for the presence of GFP and they were mated to C57BL/6J mice to establish a line. Germ line transmission was tested both by PCR and GFP expression in E9.5 embryos. Two independent founders showed the same expression pattern and one of them (line 54) was backcrossed to C57BL/6J mice and used for further analysis.

### Mouse, chicken, and zebrafish embryo sections

C57BL/6J wild-type mice were used. Embryos were staged as embryonic day (E) according to days post coitum. Wild-type Zebrafish strain AB were maintained at 28 °C under standard conditions, and the embryos were staged using zebrafish standard staging system^66^. Fertilized hen eggs were incubated in an humidified incubator at 37 °C, and embryos were staged based on Hamburger-Hamilton system^67^.

For ISH to detect mRNA (see protocol above), mouse and chicken embryos were dehydrated through a series of increasing methanol:PBS-T series (25, 50, 75, and 100%) and twice in butanol, then embedded in paraffin O/N. Sectioning was performed in a Leica RM2245 microtome at 7 μm thickness.

For ISH to detect mature miRNA, mouse embryos were fixed in 4% PFA-DEPC (Diethyl pyrocarbonate) O/N. The next day embryos were washed twice with PBS, 0.1% Tween 20 before being embedded in 15% sucrose. Upon sinking, embryos were embedded in 30% sucrose, and after sinking they were kept in fresh 30% sucrose O/N. Embryos were then kept in a 1:1 mix of 30% sucrose:OCT for 30 min while rolling, before embedding in OCT. Embedded embryos were kept on dry ice and transferred to −80 °C before sectioning. OCT-embedded embryos were cryosectioned in a Slee MNT cryotome at 10 μm, dried for 2 h at room temperature before either being directly used for ISH (see protocol below) or stored at −80 °C.

Zebrafish embryos that were subjected to double-fluorescent ISH (see protocol below) were directly embedded in 4% low-melting agarose and sectioned using a Leica VT1000S vibratome at 100 μm, mounted using Dako fluorescent mounting medium and subjected to Confocal microscope imaging.

We affirm to have complied with all relevant ethical regulations for animal testing and research. All animal procedures were conducted in compliance with the European Community Council Directive (2010/63/EU) and Spanish legislation. The protocols were approved by the CSIC Ethical Committee and the Animal Welfare Committee at the Institute of Neurosciences, Alicante.

### miR-15 family sponge generation and injection in zebrafish

We designed miR-15 sponge as inhibitors that can quench all members of the family^35^, with the following sequence, ATCGTCGTAGTCATACCAAAAGCAATTCC (Supplementary Fig. 4k), in three consecutive repeats and cloned in pCS2 construct. Complementary sequences were chosen again conserved sequences among different family members, and few spacer nucleotides in between serve make bulges that can be recognized by the cell degradation machinery^35^. After linearization of the vector to synthesize the sponge transcripts followed by SV40 poly A, RNA was synthesized using the mMESSAGE mMACHINE SP6 Kit (Ambion) following manufacturer’s indications prior injection in zebrafish.

For zebrafish embryo injections we first titrated the non-toxic effective dose of synthesized miR-15 family sponges to be injected safely. 100 ng of sponges were injected in the yolk of 1–2 cell stage embryos and incubated at 25 °C. At 20-somite stage, embryos were collected and fixed in 4% paraformaldehyde overnight at 4 °C for ISH or collected and lysed immediately for RNA extraction.

### Immunofluorescent (IF) staining

Whole-mount mouse and chicken embryos were fixed in 4% PFA for 2 h at 4 °C. Then, embryos were dehydrated in a series of PBS 1% Triton x100 (PBS-T):methanol proportions (25, 50, 75, and 100%), then kept in 100% methanol O/N at −20 °C. Embryos where then rehydrated in the reverse order of PBS-T:methanol proportions. Antigen retrieval was performed by treating the mouse embryos with either 150 mM Tris-EDTA pH 9.0 (for Prrx1) or 10 mM Sodium Citrate pH 6.0 (for Snail1)-1% Triton x100 buffer at 70 °C for 20 min, following three washes with PBS-T. Embryos were blocked with 5% NGS 1% BSA 1% Tx-100 for 5 h or O/N at 4 °C and then incubated with the primary antibodies 48 h at 4 °C. After several washes for several hours in PBS-T, the embryos were incubated with the secondary antibodies and DAPI O/N at 4 °C. After washing the secondary antibody with PBS-T, embryos were subjected to imaging. Pictures of whole-mount embryos were taken with an Olympus FV1200 confocal microscope with 10/20× objective and then subjected to mosaic merge using Image J software. Information and dilution for antibodies are listed in Table 1.

For cell lines IF, cells were cultured and treated on cover-slips in 6-well plates and collected at corresponding time points, fixed with 4% PFA for 15 min at room temperature, and washed three times with PBS. After washing fixed cells were either directly subjected to IF or stored at 4 °C. Cells were blocked with 5% NGS 1% BSA 0.2% Triton x-100 1 hour at room temperature and incubated with the primary antibodies O/N at 4 °C. After washing three times with PBS, cells were incubated with the secondary antibodies and DAPI 1 h at room temperature. Information and dilution for antibodies are listed in Table 1. After washing the secondary antibody with PBS, cells were photographed. Pictures were taken with Leica DMi8 microscope and HAMAMTSU C11440 digital camera.

### BMP treatment on zebrafish and chicken embryos

Zebrafish embryos were collected and dechorionated at around 4-somite stage and treated with 200 μg/ml of Human recombinant BMP4 protein (R&D Systems) which was added to the water, and kept at 25 °C. Embryos were collected after 30 min or 12 h and subjected to RNA extraction –qPCR. Collected embryos at different time points were subjected to ISH and IF for *SNAIL1* and *PRRX1*. Chicken embryos were collected and cultured for 30 min prior BMP-soaked bead implantation. Human recombinant BMP2 protein (R&D Systems) was loaded onto heparin acrylic beads at a concentration of 0.2 mg/ml by soaking for 3 h at room temperature, and they were introduced into one half of the lateral plate mesoderm of chick embryos, close to the developing somites, at stage HH7, which were harvested at different time points (between 30 min to 10 h). Beads loaded with PBS were used as controls.

### Western blot

E11.5 mouse embryos were dissected and lysed directly in RIPA buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP40, 1% sodium deoxycholate, 1% SDS and Proteinase inhibitor cocktail). Homozygous LacZ-Knock-in Prrx1 mutant embryos were identified among littermates by PCR genotyping and used for further analyses, together with wild-type embryos. Lysates were then homogenized followed by heating, sonication (6 rounds of 15 min, 30 s ON/30 s OFF, high). Samples were then loaded and subjected Coomassie Blue staining to determine the quality and concentration of the samples. Next, protein samples were loaded and migrated in 12% acrylamide gel and then transferred to PVDF western blotting membrane (Roche). The membranes were blocked with 10% milk and incubated with anti-Snail1 antibody overnight. Information and dilution for antibodies are listed in Table 1. The next day, membranes were extensively washed and incubated with secondary Peroxidase goat anti-Rabbit antibody, washed and developed using Chemiluminescent HRP Substrate (ImmobilonTM Western, Millipore). Pictures were obtained using Amersham Imager 680 (GE Healthcare). β-actin (Rabbit polyclonal, Abcam) was used as housekeeping protein for normalization. The uncropped and unprocessed scans of the blot are supplied in Supplementary Fig. 9.

### In silico analyses

Single-cell RNA-seq public data**:** Processed datasets of publicly available data for single-cell RNA-seq were downloaded from NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/). Data included single-cell RNA-seq from developing zebrafish and mouse embryos and different cancer types (Supplementary Table 1). Among analyzed single cells, the ones with no value for both *Snail1* and *Prrx1* were excluded. Hierarchical clustering was performed using GENE-E (version 3.0.215, Broad Institute, Inc.). Values were subjected to correlation analyses using Prism (GraphPad Softwares, Version 6.01, 2012) calculated based on Spearman *r*.

### Metanalysis of oncogenomic data from breast cancer patients

To assess the putative correlations between the expression of *SNAIL1, PRRX1* and mature *miR-15* family members with OS in all subtypes (*n* = 1403), lymph-node positive patients (*n* = 313) or basal subtype (*n* = 241), all available data sets (E-TABM-43, GSE16716, GSE18728, GSE20194, GSE20271, GSE31448, GSE32646, GSE41998, GSE6532, GSE20711, GSE7390, GSE21653, GSE31519, GSE5327, GSE17907, E-MTAB-365, GSE37946, GSE2034, GSE2990, GSE17705, GSE1456, GSE12093, GSE9195, GSE45255, GSE20685, GSE12276, GSE2603, GSE16391, GSE42568, GSE11121, GSE3494, GSE16446, GSE4611, GSE26971, and GSE19615) were analyzed. Kaplan–Meier plots were generated using http://kmplot.com^37,68^. The patient samples were grouped as either high or low for the expression of the genes of interest, and the auto-select best cut-off was chosen for computation over the entire data set.

### Statistical and data analysis

Images were prepared using Adobe Photoshop and Adobe Illustrator CS6. Sample size was estimated using GPower 3.1, and values were set at *p* = 0.05 and beta = 0.8. All statistical analyses were performed using Microsoft Excel 2013 and Prism (GraphPad Softwares, Version 6.01, 2012). For reporter assays and qRT–PCR experiments, the corresponding treatments were compared with controls using Student’s two-tailored *t* test or One-way ANOVA with Bonferroni’s multiple comparison test. Spearman r was used for correlation test of single-cell RNA-seq data. All bar graphs represent mean + SEM (Standard Error of the Mean). Statistical significances were as follows: *P ≤ 0.05, **P ≤ 0.01 and ***P ≤ 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Material

Peer Review File

Supplementary Dataset 1

Reporting Summary

Source Data

## Data Availability

The microarray data generated in this study, as well as public scRNA-seq data datasets analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository under the following accession numbers that are also listed in Supplementary Table 1. Microarray in MDA231 cells: GSE138078, Zebrafish embryos: GSM3067194, mouse embryo: GSE87038, head and neck cancer patients: GSE103322, and breast cancer patients: GSE75688. The source data underlying Fig. 1c, f–h, 2a–f, 3b–f, 4a–e and h, and 6a, and Supplementary Figs. 1f, g, 2a–f, 3a and c–i, 4a and g–j, 5c and e, and 7b are provided as a Source Data file.

# Supplementary material for: A gene regulatory network to control EMT programs in development and disease
**Source:** Nat Commun. 2019 Nov 11;10:5115. doi: 10.1038/s41467-019-13091-8
**Supplement:** Supplementary file 1 — Supplementary Material

Supplementary material

A Gene Regulatory Network to Control EMT Programs in Development and Disease

Fazilaty et al.

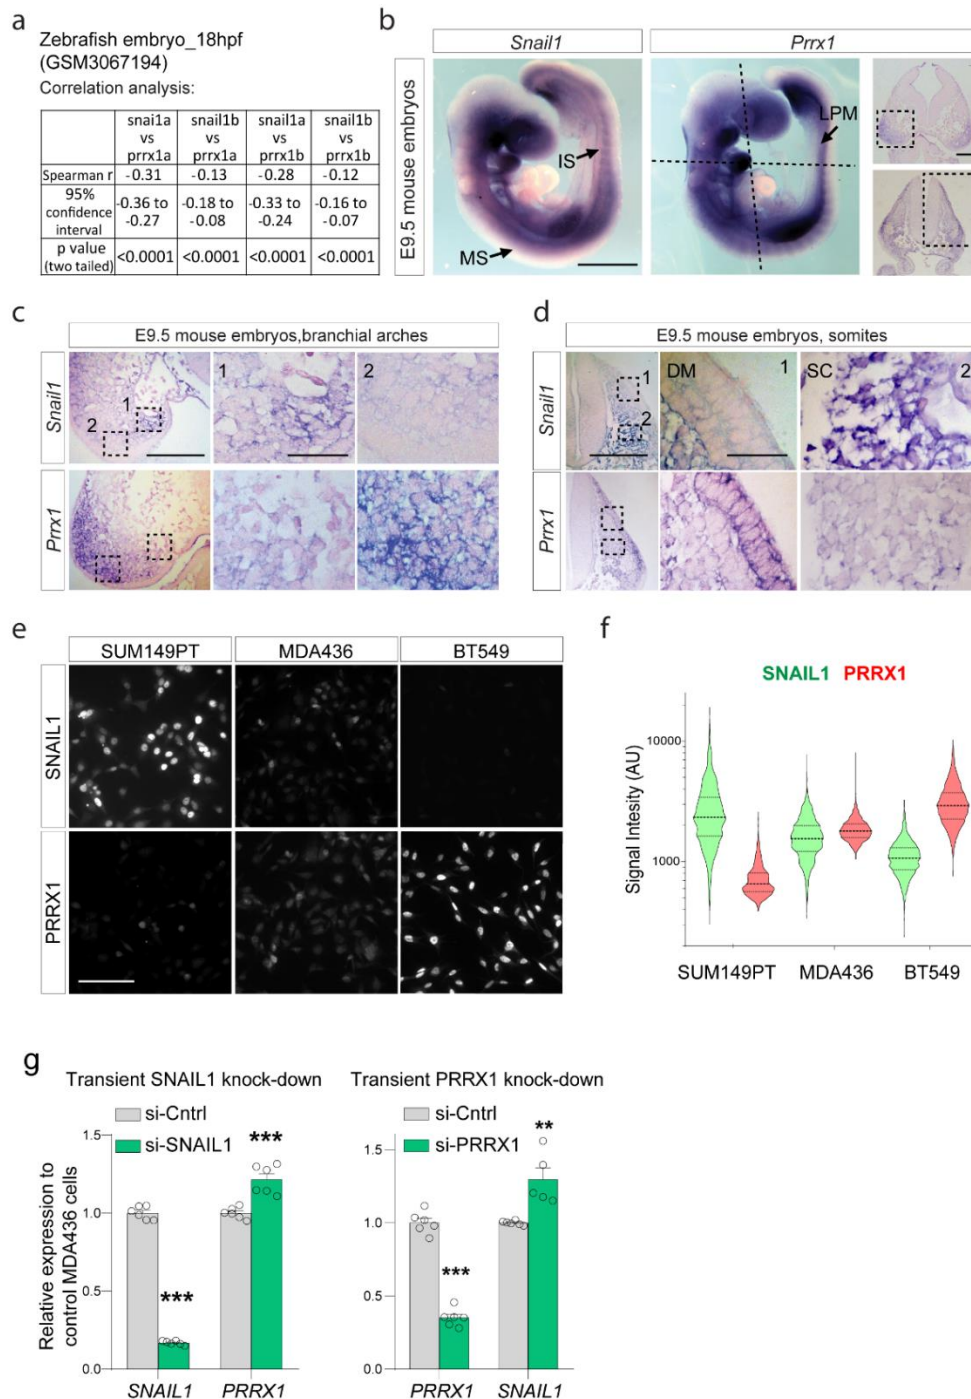

Supplementary Figure 1. *Snail1* and *Prrx1* complementary expression in development and disease. (a) Correlation analyses between each pair of *snail1a/b* and *prrx1a/b* genes extracted from scRNA-seq data (GSM3067194) of 18hpf zebrafish embryos. (b) Expression of *Snail1* and *Prrx1* in lateral views of E9.5 mouse embryos. Scale bars: 250 μ m for whole mounts and 100 μ m for sections. (c-d) Transverse sections of the embryos shown in (b) to better observe the branchial arches (c) and the somites (d), together with higher power pictures of the boxed areas (1-2). Complementary expression is observed in the branchial arches and the somites. Scale bars: 100 μ m for sections and 25 μ m for insets (boxes 1-2). (e) Double IF for SNAIL1 and PRRX1 in three breast cancer cell lines, SUM149PT, MDA436 and BT549, with different levels for each protein. Scale bar: 100 μ m. (f) Signal intensity analyses for SNAIL1 and PRRX1 in the three cell lines show a gradual reduction of SNAIL1 concomitant with a gradual increase for PRRX1 levels from SUM to BT cells. (g) qPCR assay showing upregulation of *PRRX1* (left) and *SNAIL1* (right) transcription upon transient knock-down of *SNAIL1* or *PRRX1*, respectively, in MDA436 cells. hpf: hours post fertilization; IS: immature somites; MS: mature somites; LMP: lateral plate mesoderm; DM: dermomyotome; SC: sclerotome; AU: arbitrary units; si: short interfering RNA (siRNA). Bars represent mean plus SEM, n=6 independent experiments as biological replicates and asterisks indicate significant p-value in t-test (** p < 0.01 and *** p < 0.001). Source data are provided as a Source Data file.

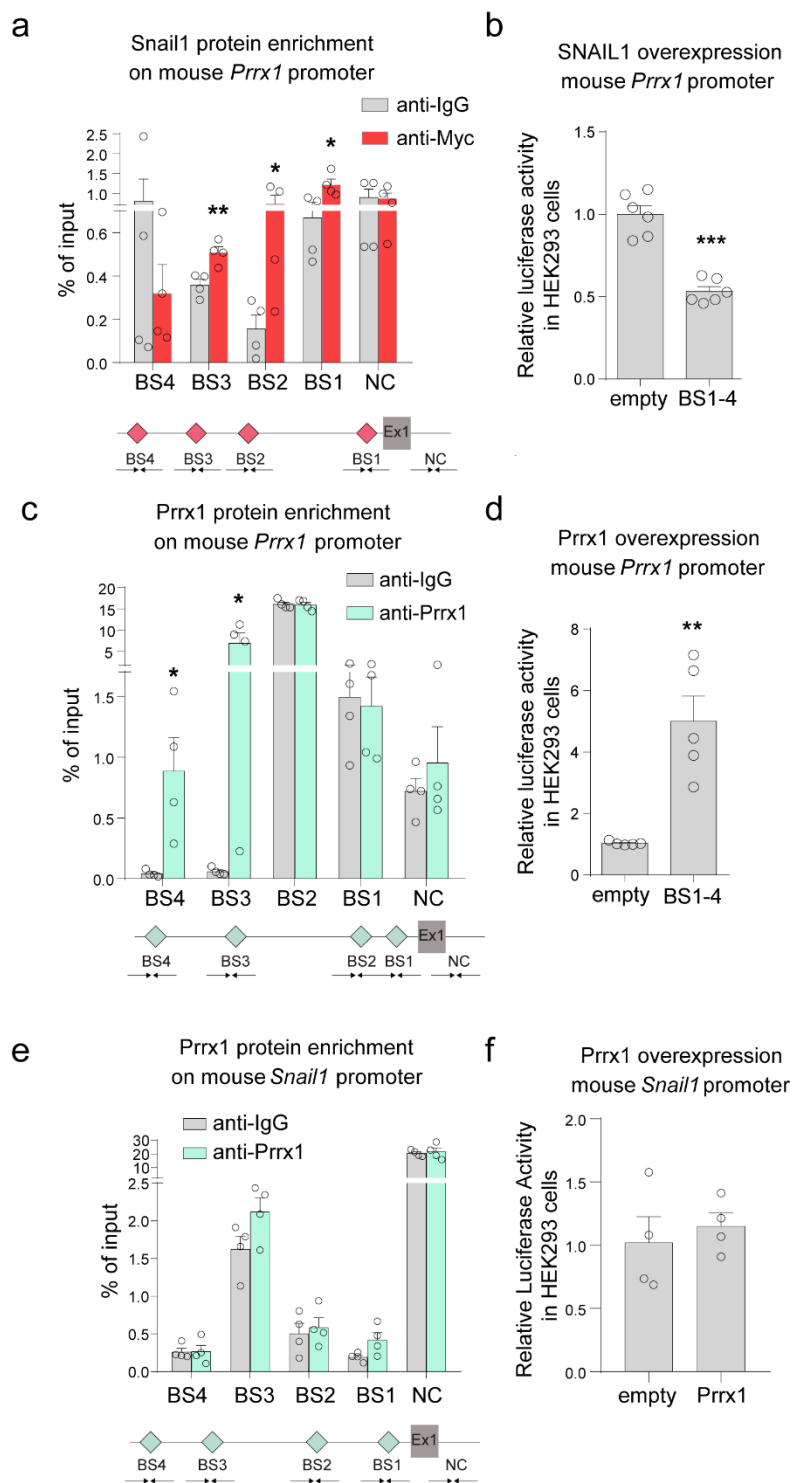

Supplementary Figure 2. Snail1 and Prrx1 act in an antagonistic manner on *Prrx1* promoter in the mouse. (a) Snail1 enrichment in the mouse *Prrx1* promoter shown by ChIP assay in NIH3T3 cells using anti Myc antibody (for Snail1-Myc overexpression). A schematic map is shown, where red diamonds represent Snail1 potential binding sites (E-boxes; CANNTG) on *Prrx1* promoter. (BS1: -265, BS2: -2100, BS3: -3028, BS4: -4074 and NC: +2099) Ex1: *Prrx1* exon 1 (n=4). (b) Decrease in mouse *Prrx1* promoter activity after SNAIL1 transfection in HEK293 cells (n=6). (c) Prrx1 directly binds to its own promoter, as assessed by ChIP assays in NIH3T3 cells using Prrx1 specific antibody. A schematic map is shown, where cyan diamonds represent Prrx1 potential binding sites (TAATKDS) on its own promoter. (BS1: -114, BS2: -662, BS3: -2113, BS4: -4053 and NC: +2099) Ex1: *Prrx1* exon 1 (n=4). (d) Activation of mouse *Prrx1* promoter after Prrx1 overexpression in luciferase assays in HEK293 cells (n=5). (e) Lack of enrichment for Prrx1 binding to mouse *Snail1* promoter in ChIP assays in NIH3T3 cells with a Prrx1 antibody. (BS1-4: -3110, -2827, -2667, -1714 and NC: +302). Cyan diamonds represent Prrx1 potential binding sites on *Snail1* promoter (n=4). (f) Luciferase assays in HEK293 cells showing the lack of significant difference in the activity of mouse *Snail1* promoter after Prrx1 overexpression. Arrows represent primers used for qPCR amplification. Locations of red and cyan diamonds represent distances between BSs and the promoter. Ex1: *Snail1* exon 1 (n=4). BS: binding site and NC: negative control region, which does not contain potential BS. Symbols in binding sites are as follows. K: T/G, D: G/A/T, S: G/C and N: G/A/T/C. Bars represent mean plus standard error of the mean (SEM), indicated (n) represent number of independent experiments as biological replicates and asterisks indicate significant p-value in t-test (* p < 0.05, ** p < 0.01 and *** p < 0.001). Source data are provided as a Source Data file.

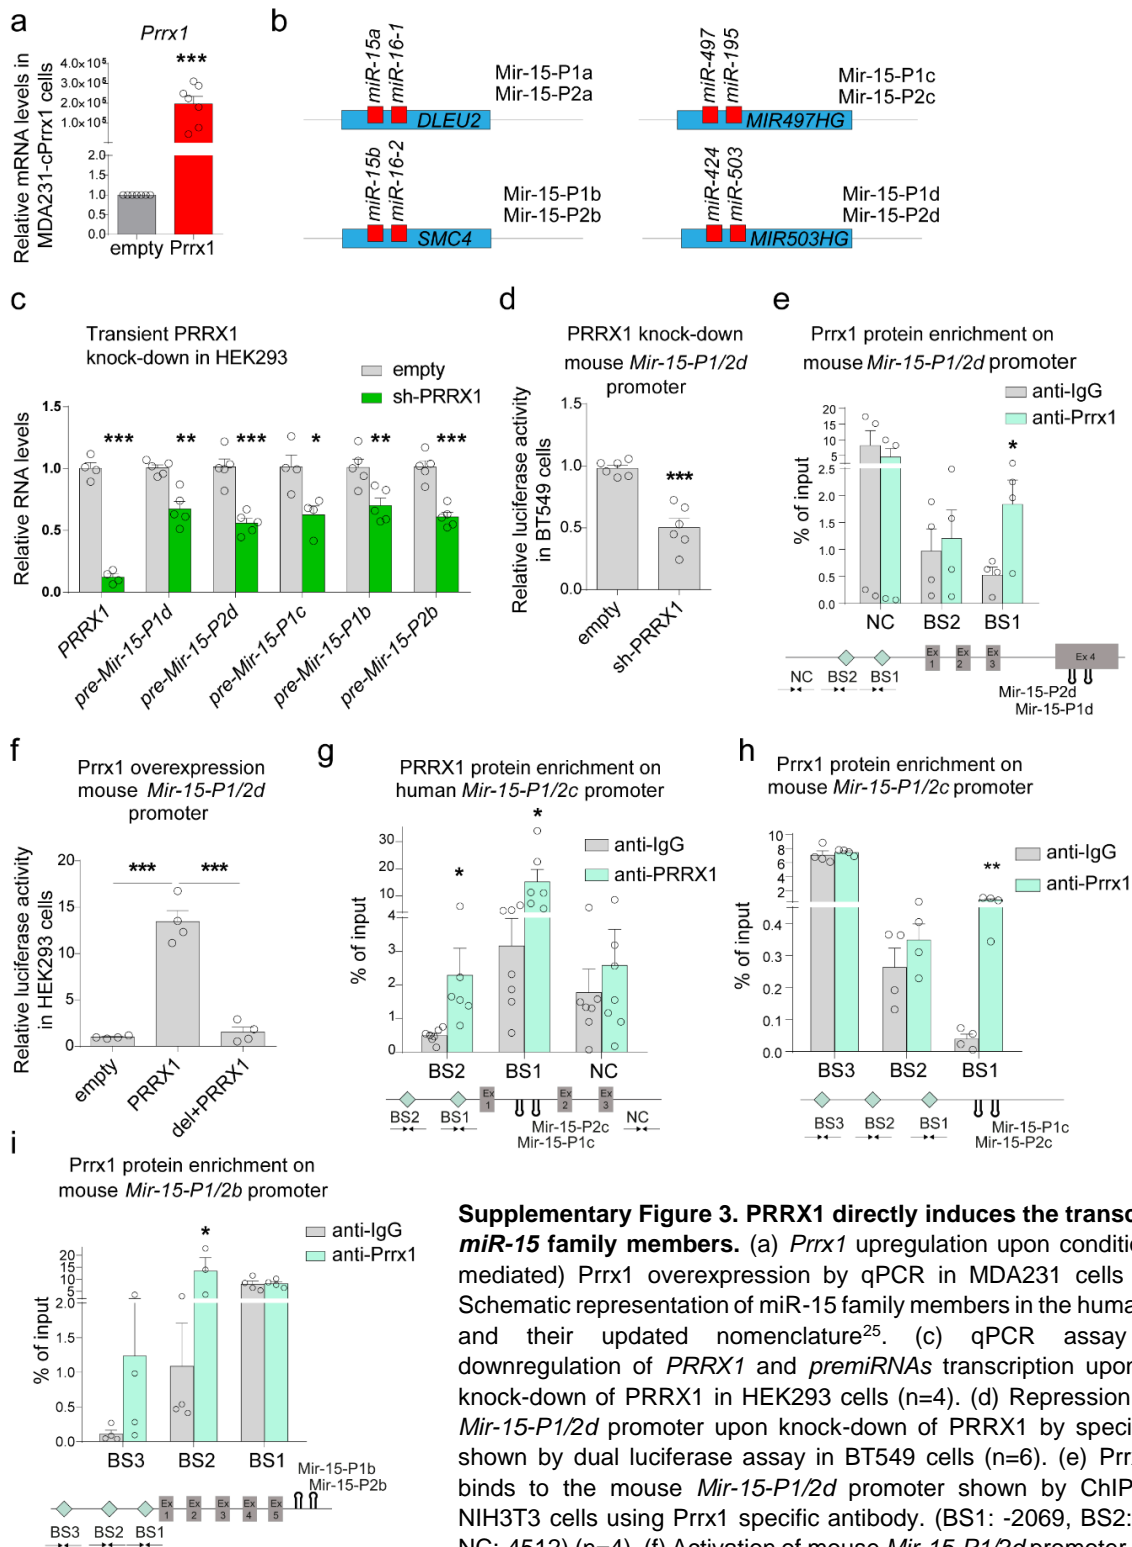

Supplementary Figure 3. PRRX1 directly induces the transcription of miR-15 family members.

(a) *Prrx1* upregulation upon conditional (Dox-mediated) *Prrx1* overexpression by qPCR in MDA231 cells (n=7). (b) Schematic representation of miR-15 family members in the human genome and their updated nomenclature²⁵. (c) qPCR assay showing downregulation of *PRRX1* and *pre-miRNAs* transcription upon transient knock-down of *PRRX1* in HEK293 cells (n=4). (d) Repression of human *Mir-15-P1/2d* promoter upon knock-down of *PRRX1* by specific shRNA shown by dual luciferase assay in BT549 cells (n=6). (e) *Prrx1* directly binds to the mouse *Mir-15-P1/2d* promoter shown by ChIP assay in NIH3T3 cells using *Prrx1* specific antibody. (BS1: -2069, BS2: -2972 and NC: -4512) (n=4). (f) Activation of mouse *Mir-15-P1/2d* promoter after *Prrx1* transfection in HEK293 cells. This activation is abolished upon deletion of the *Prrx1* binding site in *Mir-15-P1/2d* promoter (n=4). (g-i) *Prrx1* directly binds to the human *Mir-15-P1/2c* (BS1: -214, BS2: -2134 and NC: +5141) (n=6), mouse *Mir-15-P1/2c* (BS1: -627) (n=4) and *Mir-15-P1/2b* (BS1: -999 and BS2: -1386) (n=4) promoters shown by ChIP assay in BT549 and NIH3T3 cells, respectively, using *Prrx1* specific antibody. Locations of cyan diamonds represent distances between BSs and the promoter. cPrrx1: conditional *Prrx1* overexpression; BS: binding site and NC: negative control region, which does not contain potential BS. Bars represent mean plus standard error of the mean (SEM), indicated (n) represent number of independent experiments as biological replicates and asterisks indicate significant p-value in t-test for all except f for which one-way ANOVA with Bonferroni's multiple comparison test is performed (* p < 0.05, ** p < 0.01 and *** p < 0.001). Source data are provided as a Source Data file.

transfection in HEK293 cells. This activation is abolished upon deletion of the *Prrx1* binding site in *Mir-15-P1/2d* promoter (n=4). (g-i) *Prrx1* directly binds to the human *Mir-15-P1/2c* (BS1: -214, BS2: -2134 and NC: +5141) (n=6), mouse *Mir-15-P1/2c* (BS1: -627) (n=4) and *Mir-15-P1/2b* (BS1: -999 and BS2: -1386) (n=4) promoters shown by ChIP assay in BT549 and NIH3T3 cells, respectively, using *Prrx1* specific antibody. Locations of cyan diamonds represent distances between BSs and the promoter. cPrrx1: conditional *Prrx1* overexpression; BS: binding site and NC: negative control region, which does not contain potential BS. Bars represent mean plus standard error of the mean (SEM), indicated (n) represent number of independent experiments as biological replicates and asterisks indicate significant p-value in t-test for all except f for which one-way ANOVA with Bonferroni's multiple comparison test is performed (* p < 0.05, ** p < 0.01 and *** p < 0.001). Source data are provided as a Source Data file.

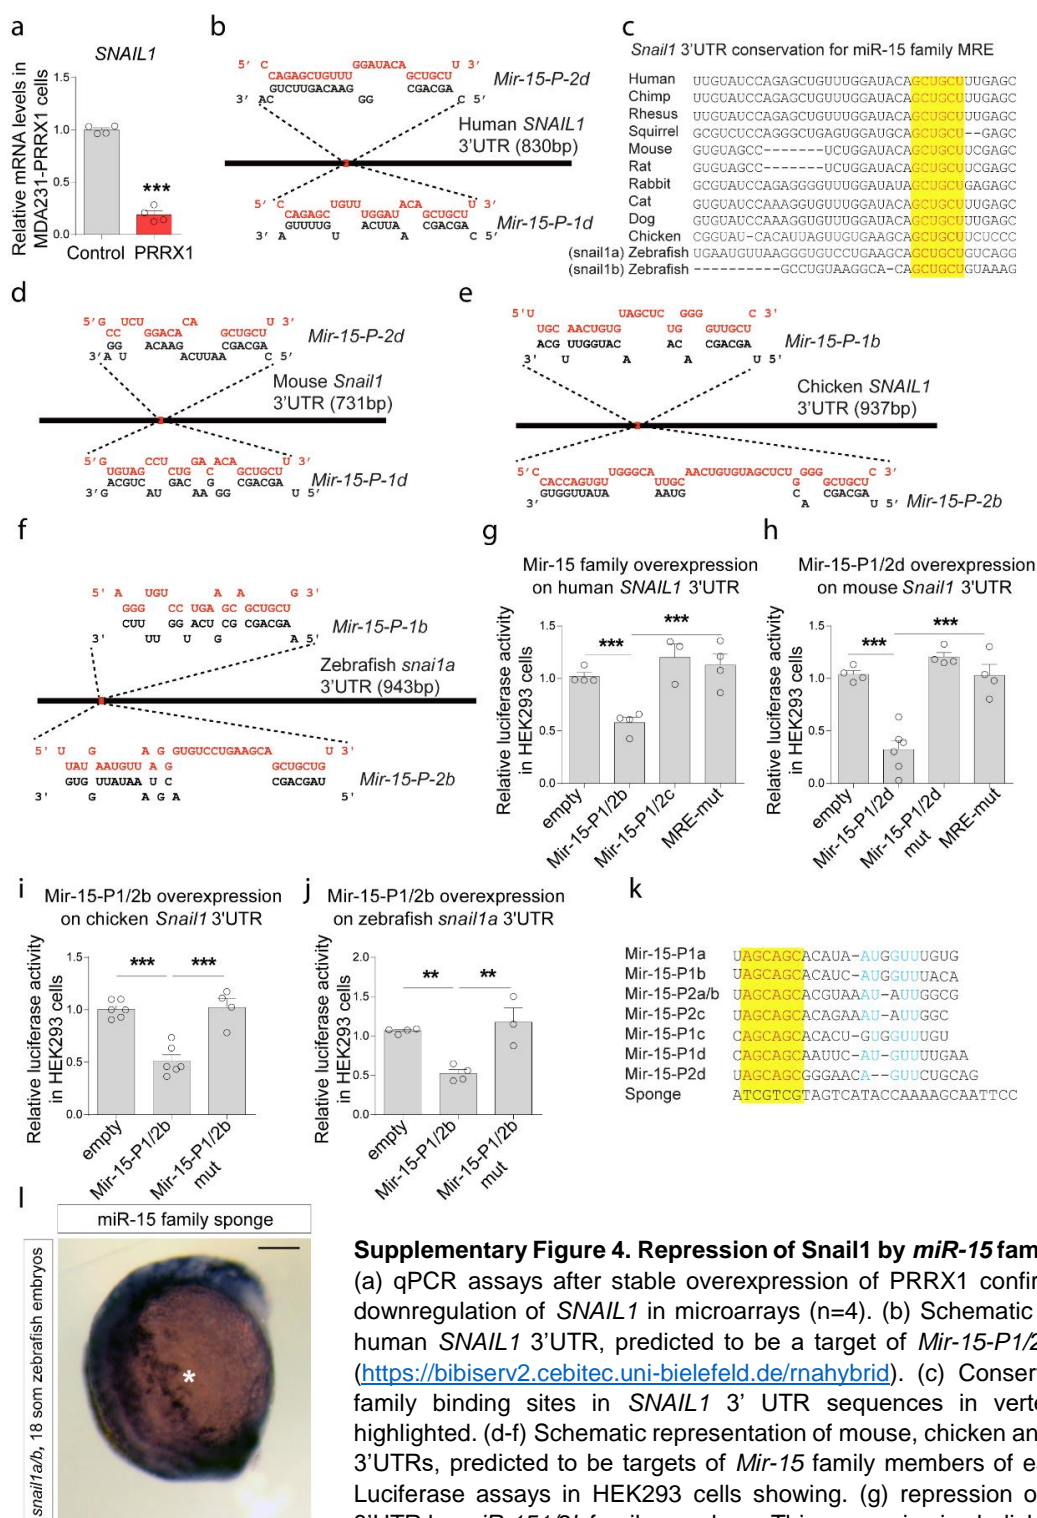

Supplementary Figure 4. Repression of *Snail1* by *miR-15* family is conserved.

(a) qPCR assays after stable overexpression of PRRX1 confirms the observed downregulation of *SNAIL1* in microarrays (n=4). (b) Schematic representation of human *SNAIL1* 3'UTR, predicted to be a target of *Mir-15-P1/2d*, by RNAhybrid (<https://bibiserv2.cebitec.uni-bielefeld.de/rnahybrid>). (c) Conservation of miR-15 family binding sites in *SNAIL1* 3' UTR sequences in vertebrates. MRE is highlighted. (d-f) Schematic representation of mouse, chicken and zebrafish *Snail1* 3'UTRs, predicted to be targets of *Mir-15* family members of each species. (g-j) Luciferase assays in HEK293 cells showing. (g) repression of human *SNAIL1* 3'UTR by *miR-151/2b* family members. This repression is abolished upon mutation of MRE in *SNAIL1* 3'UTR (n=4). (h-j) Similar experiments to those shown in (d), but using either mouse or chicken *Snail1* or zebrafish *snail1a* 3'UTR regions. These repressions are abolished upon mutations in the miRNAs seed sequence (n=4 except for i that n=6). (k) Sequence alignment for members of the miR-15 family, and the partially complementary sequence of the Sponge used. The seed sequence is highlighted in yellow box and blue nucleotides indicate additional conserved residues within family members. MRE: miRNA responsive element. (l) miR-15 family sponge-injected zebrafish embryos showing *snail1a/b* expression by *in situ* hybridization. Note the ectopic *snail1* positive cells that migrated beyond their normal position shown by asterisk. This very extreme phenotype is observed in a small percentage of embryos. Scale bar: 250 μ m. Bars represent mean plus standard error of the mean (SEM), indicated (n) represent number of independent experiments as biological replicates and asterisks indicate significant p-value in t-test for a and one-way ANOVA with Bonferroni's multiple comparison test for the rest (* p < 0.05, ** p < 0.01 and *** p < 0.001). Source data are provided as a Source Data file.

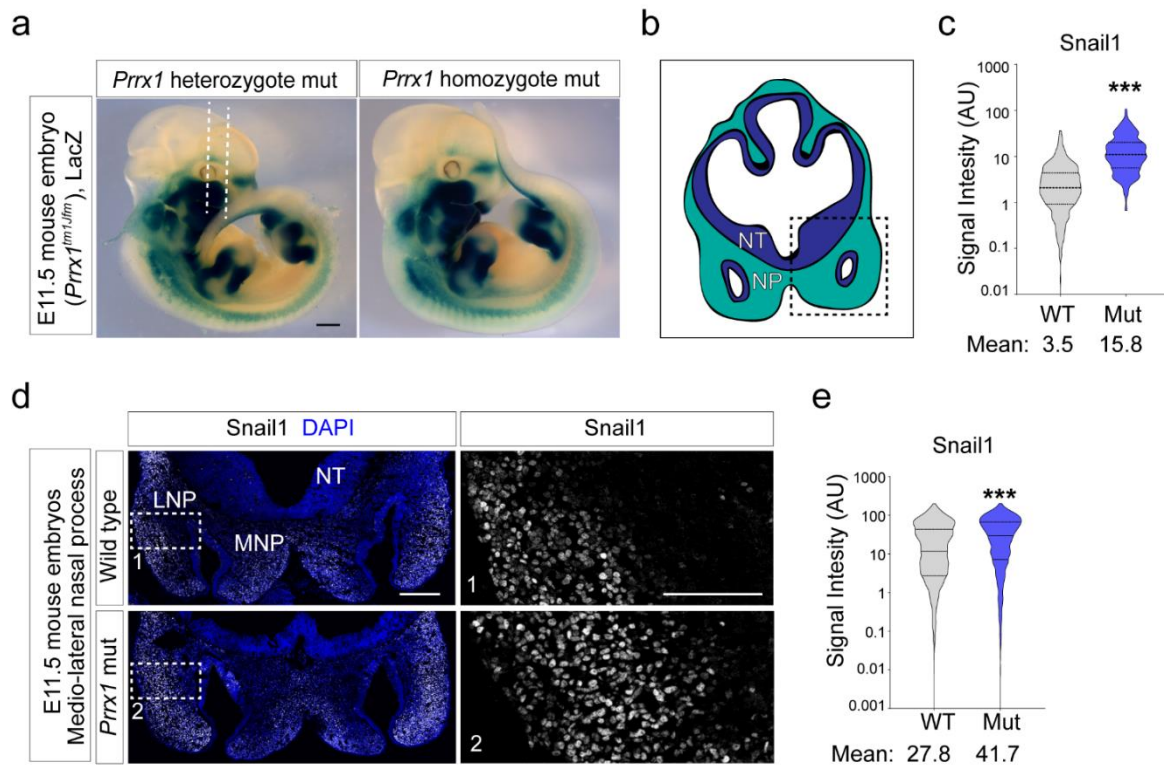

Supplementary Figure 5. Repression of Snail1 through Prrx1-induced miR-15 family in the mouse. (a) LacZ staining of E11.5 hetero or homozygous *Prrx1* mutant embryos, (*129S-Prrx1tm1Jfm*)¹. Scale bar: 1mm. (b) Schematic representation of transverse sections of cranial regions of E11.5 embryos at the level of the nasal pit. (c) Signal intensity for Snail1 is measured by calculating the average signal in the nuclei of all cells in the selected regions of nasal pit of Snail1 IF in Figure 4i. (d) IF in the nasal process region of E11.5 WT and mutant embryos show increased levels as well as expansion of Snail1 expression domains. Scale bar: 250 μ m for sections and 100 μ m for insets (boxes 1 and 2). (e) Signal intensity for Snail1 is measured calculating the average signal in the nuclei of all cells in the selected regions of lateral nasal process in d. WT: wild type; Mut: mutant; NT: neural tube, NP: nasal pit; MNP: medial nasal process, LNP: lateral nasal process; AU: arbitrary units. Asterisks indicate significant p-value in t-test (* $p < 0.05$ and *** $p < 0.001$). Quantifications are performed for one section of WT or mutant embryos, and the increase and expansion is observed in n=2/2 mutant embryos compared to n=3/3 different E11.5 WT. Source data are provided as a Source Data file.

Basal/Triple Negative breast cancer patients

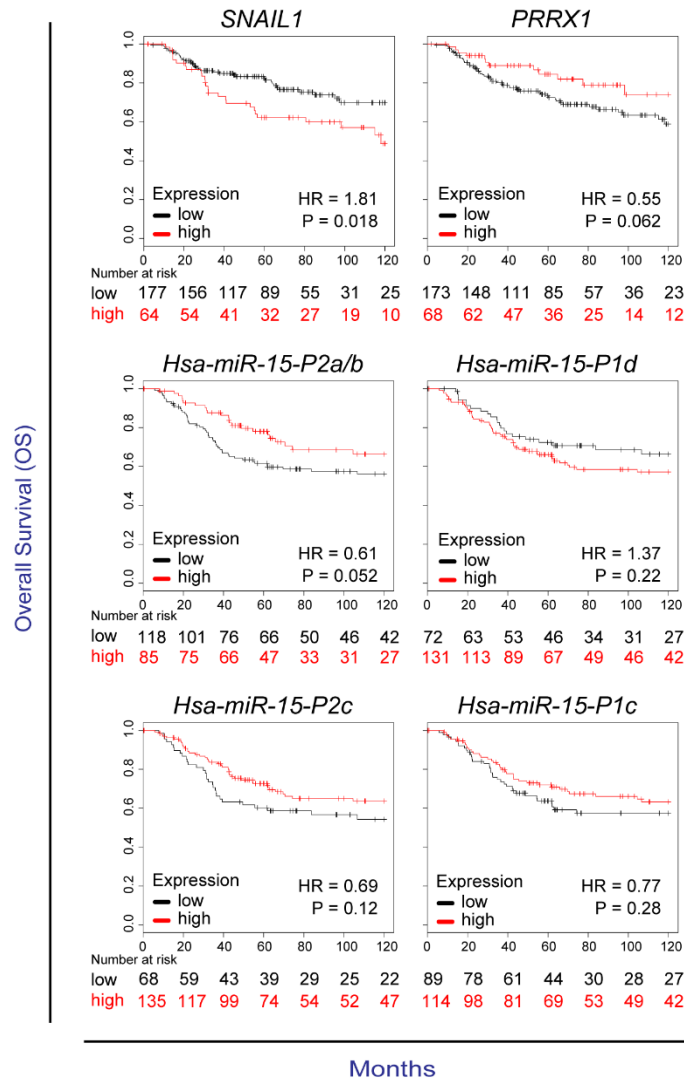

Supplementary Figure 6. Expression of miR-15 family members correlates with Prrx1 in survival of triple-negative breast cancer patients. Kaplan-Meier overall survival (OS) plots from basal/triple-negative breast cancer patients showing that high expression of *SNAIL1* correlates with low survival, while *PRRX1* high expression correlates with a better survival. Expression of *miR-15* family members follow a similar trend as that of *PRRX1*. Hazard ratio (HR) and logarithmic ranked p Value (longrank P) were analyzed to infer the significance of the differences. Numbers below each graph represent number of patients at risk in any given time (months), black for low expression and red for high expression of each gene/miRNA. The cut-off is automatically calculated based on the best performing threshold.

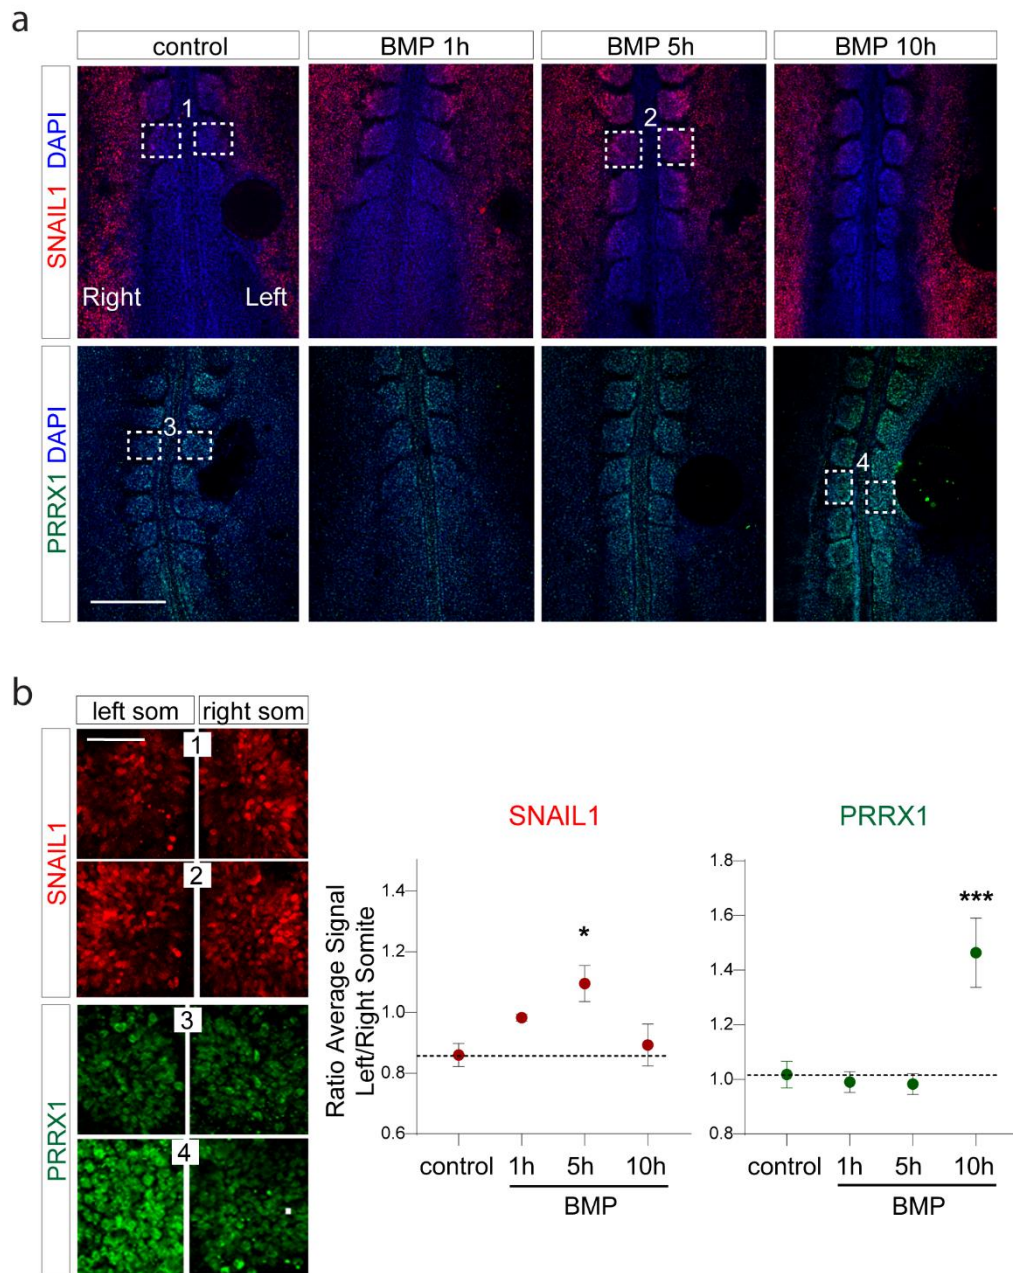

Supplementary Figure 7. Sequential upregulation of Snail1 and Prrx1 upon BMP treatment in zebrafish and chicken embryos. (a) Ventral view of chicken embryos showing SNAIL1 or PRRX1 protein expression by IF in control embryos and at different times after BMP-soaked bead implantation. Insets are shown at the levels of left and right somites in the vicinity of bead. Scale bar: 100 μ m. (b) Signal intensity for SNAIL1 or PRRX1 protein expressions are measured by calculating the average signal in 3/4 somites in each side of each embryo, and the average ratio of left/right is represented for each time point. Numbers indicate the region of the inset in a, shown as dashed boxes. Total of n=6-8 somites from n=2 embryos were quantified for each condition at each time point. The value from each somite is considered as separate for the statistical test. Scale bar: 50 μ m. Som: somite. Asterisks indicate significant p-value in One-way ANOVA with Bonferroni's multiple comparison test compared to the control (* p < 0.05 and *** p < 0.001). Source data are provided as a Source Data file.

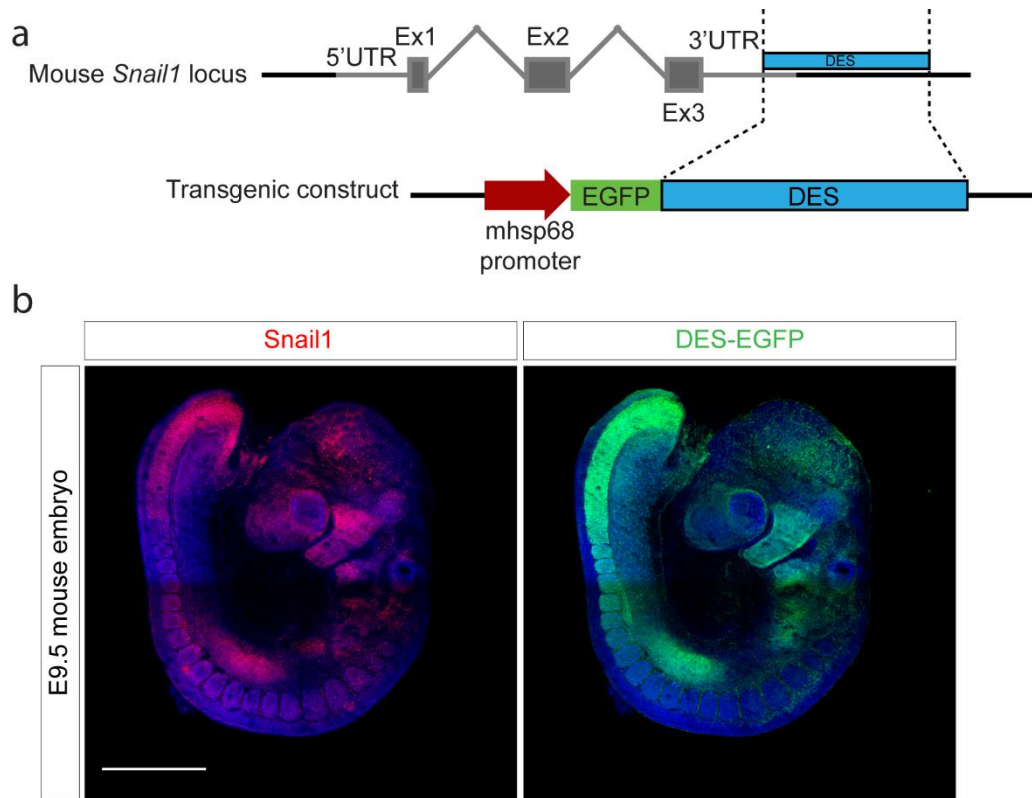

Supplementary Figure 8. DES-GFP transgenic mouse recapitulated *Snail1* endogenous expression. (a) Representation of the construct used to generate the transgenic DES-EGFP *Snail1* line and the localization of the DES enhancer in the mouse *Snail1* locus. (b) Double IF for *Snail1* and GFP in E9.5 transgenic mouse embryo showing endogenous *Snail1* and EGFP expression corresponding to *Snail1*. Scale bar: 250 μ m. UTR: untranslated region; Ex: exon; DES: downstream enhancer of *Snail1*; EGFP: enhanced green fluorescent protein; mhsp68 promoter: mouse heatshock protein 68 minimal promoter.

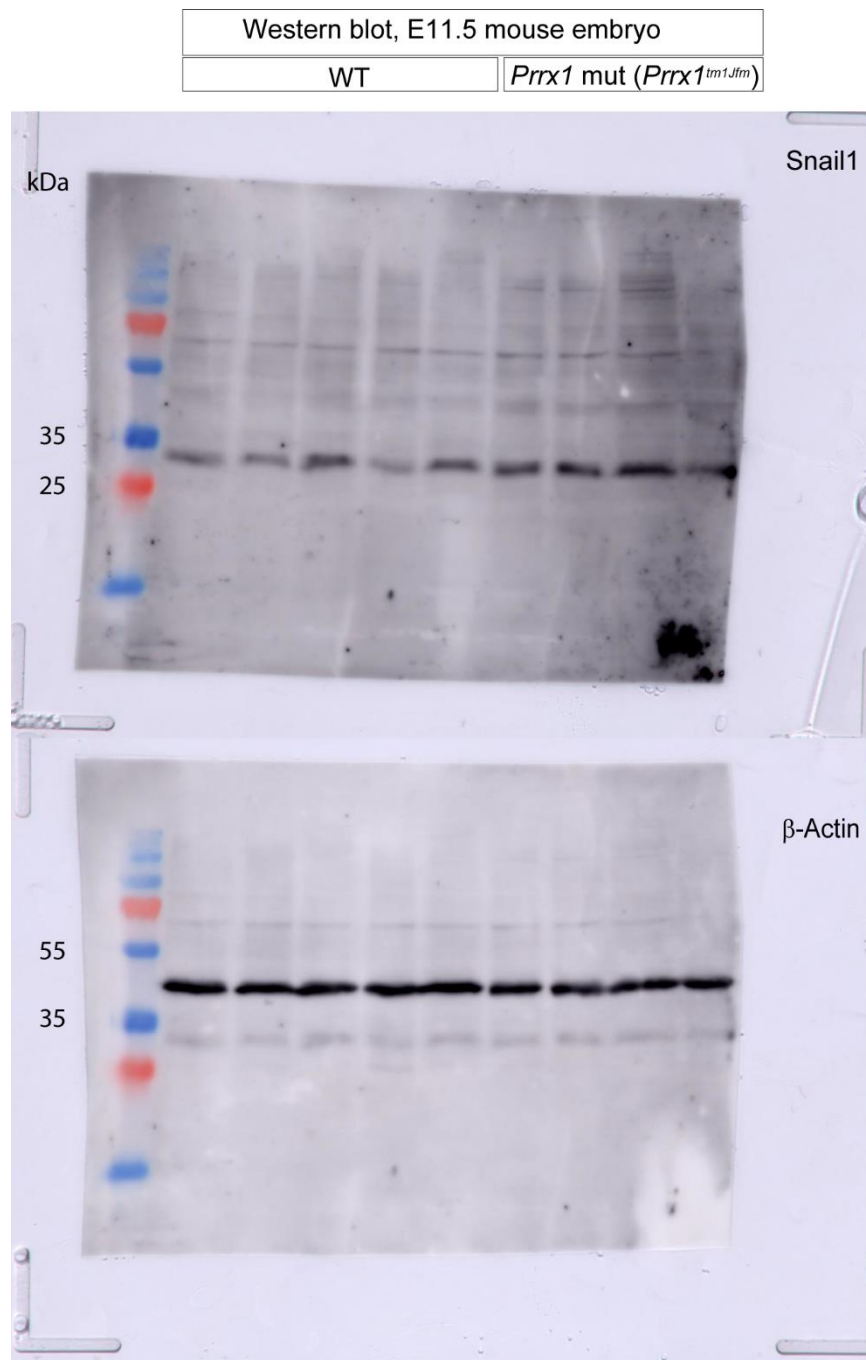

Supplementary Figure 9. Uncropped and unprocessed western blot for Snail1 and β-actin from E11.5 control and *Prrx1* mutant embryos.

Supplementary Table 1, GEO datasets

GEO acc. #	Sample<br>scRNA-seq	Total<br>cell #	# of<br>cells	# of<br>**Snail1**<br>single +<br>cells	# of<br>**Prrx1**<br>single +<br>cells	# of cells<br>**Snail1**<br><i>high</i><br>and<br>**Prrx1** <i>low/-</i>	# of cells<br>**Snail1**<br><i>low/-</i><br>and<br>**Prrx1**<br><i>high</i>	# of cells<br>**Snail1**<br><i>high</i><br>and<br>**Prrx1**<br><i>high</i>	Ref.
GSE87038	E9.5 mouse<br>embryos	764	440	219<br>(49%)	87<br>(19%)	245<br>(55%)	143<br>(32%)	54<br>(12%)	²
GSE103322	18 head and<br>neck cancer<br>patients	5902	1718	480<br>(28%)	1005<br>(58%)	564<br>(32%)	1031<br>(60%)	123<br>(7%)	³
GSE75688	11 breast<br>cancer<br>patients	551	138	96 (69%)	22<br>(16%)	103<br>(74%)	28<br>(20%)	7 (5%)	⁴
GSM3067194	18hpf<br>zebrafish<br>embryos	6962	1620	snail1a:<br>582<br>(36%)<br><br>snail1b:<br>98 (6%)	prrx1a:<br>376<br>(23%)<br><br>prrx1b:<br>171<br>(10%)	snail1a:<br>787<br>(48%)<br><br>snail1b:<br>116 (7%)	prrx1a:<br>627<br>(38%)<br><br>prrx1b:<br>332<br>(20%)	prrx1a:<br>52<br>(1.6%)<br><br>prrx1b:<br>2 (0.1%)	⁵

Supplementary Table2, miR-15 family nomenclature and accession numbers	
miR-15 family	MIPF0000006
<i>Hsa-Mir-15-P1d (hsa-miR-424)</i>	MI0001446
<i>Hsa-Mir-15-P2d (hsa-miR-503)</i>	MI0003188
<i>Hsa-Mir-15-P1b (hsa-miR-15b)</i>	MI0000438
<i>Hsa-Mir-15-P2b (hsa-miR-16)</i>	MI0000115
<i>Hsa-Mir-15-P2c (hsa-miR-195)</i>	MI0000489
<i>Hsa-Mir-15-P1c (hsa-miR-497)</i>	MI0003138

**Supplementary Table 3. Primer sequences**	
Human miR424-503-promoter-F (Cloning)	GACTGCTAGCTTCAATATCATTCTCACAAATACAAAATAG
Human miR424-503-promoter-R (Cloning)	GATCCTCGAGTGGAACAACGTAGTGGGTGA
Human miR424-503-F (Cloning)	GACTGGATCCGGCTTCCTTCAGTCATCCAG
Human miR424-503-R (Cloning)	GACTCTCGAGTCTACCTGAGCAGGGAAAGG
h-424-mut-F	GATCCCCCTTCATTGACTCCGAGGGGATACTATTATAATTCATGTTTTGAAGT<br>GTTCTAAATGGTTC
h-424-mut-R	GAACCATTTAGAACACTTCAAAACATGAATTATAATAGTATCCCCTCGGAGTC<br>AATGAAGGGGGATC
h-503-mut-F	GTGCCC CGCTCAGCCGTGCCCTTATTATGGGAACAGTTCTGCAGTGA
h-503-mut-R	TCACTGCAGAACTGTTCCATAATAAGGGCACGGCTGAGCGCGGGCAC
miR-15b-16-2-cloning-F	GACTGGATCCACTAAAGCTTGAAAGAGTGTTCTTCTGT
miR-15b-16-2-cloning-R	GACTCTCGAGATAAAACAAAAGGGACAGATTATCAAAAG
QPCR HsPrrx1 FW	CTGATGCTTTTGTGCGAGAA
QPCR HsPrrx1 RV	ACTTGGCTCTTCGGTTCTGA
hSNAI1-F	GCTGCAGGACTCTAATCCAGA
hSNAI1-R	ATCTCCGGAGGTGGGATG
QPCR HsPrrx1 FW	CTGATGCTTTTGTGCGAGAA
QPCR HsPrrx1 RV	ACTTGGCTCTTCGGTTCTGA
premir424-F	TTGACTCCGAGGGGATACAG
premir424-R	GACCCACCTTCTACCTTCC
premir503-F	GCGAGTCGAGGAGAGACG
premir503-R	GAACGGCAGTCCCAGACTTA
hsa-TBP-F	CGGCTGTTTAACTTCGCTTC
hsa-TBP-R	CACACGCCAAGAAACAGTGA
h-PRRX1-del1-F	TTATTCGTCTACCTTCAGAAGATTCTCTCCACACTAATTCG
h-PRRX1-del1-F	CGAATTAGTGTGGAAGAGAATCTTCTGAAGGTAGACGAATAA
h-PRRX1-del2-F	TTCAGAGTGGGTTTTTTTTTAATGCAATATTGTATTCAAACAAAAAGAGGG
h-PRRX1-del2-F	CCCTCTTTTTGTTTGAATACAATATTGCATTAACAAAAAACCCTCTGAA
h-PRRX1-del3-F	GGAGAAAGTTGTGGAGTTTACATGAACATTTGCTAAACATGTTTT
h-PRRX1-del3-F	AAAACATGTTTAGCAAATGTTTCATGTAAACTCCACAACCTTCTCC
miR-15b-16-2-cloning-F	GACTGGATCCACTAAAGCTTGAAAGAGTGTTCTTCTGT
miR-15b-16-2-cloning-R	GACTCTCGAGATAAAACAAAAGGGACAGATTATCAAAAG
mmu-miR,15bmut-F	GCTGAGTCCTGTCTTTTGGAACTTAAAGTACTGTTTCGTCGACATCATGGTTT<br>ACATACTACAG

mmu-miR,15bmut-R	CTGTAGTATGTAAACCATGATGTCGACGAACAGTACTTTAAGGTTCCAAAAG<br>ACAGGACTCAGC
mmu-miR,16mut-F	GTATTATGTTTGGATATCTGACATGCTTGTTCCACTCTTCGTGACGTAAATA<br>TTGGCGTAGTGAAATAAAT
mmu-miR,16mut-R	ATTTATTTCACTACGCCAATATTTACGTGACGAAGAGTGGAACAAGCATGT<br>CAGATATCCAAACATAATAC
m497-PxB-F	CTAAAAACAGGCCTTATTGACTACA
m497-PxB-R	GATGTGGCTTTACTTTGTGAAGATT
m497-up-F	AGGATATTAGAATTGGGGAGGTTAGT
m497-up-R	TGAGTCCAATACATTAGAAAGAGGAGT
m497-dw-F	ACTTGCTCGTACAGGTTGTATATGTTCT
m497-dw-R	CTTGGGAAGACTAATAGGAGTTAAAGTG
miR-195mut-F	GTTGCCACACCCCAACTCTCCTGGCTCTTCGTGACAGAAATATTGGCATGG
miR-195mut-R	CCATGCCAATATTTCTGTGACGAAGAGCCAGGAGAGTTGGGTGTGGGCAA<br>C
miR-497mut-F	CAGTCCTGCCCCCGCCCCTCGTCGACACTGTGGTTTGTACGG
miR-497mut-F	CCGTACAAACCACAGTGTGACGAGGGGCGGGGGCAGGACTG
m195-497-clon-F2	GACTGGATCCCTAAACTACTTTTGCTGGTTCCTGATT
m195-497-clon-R2	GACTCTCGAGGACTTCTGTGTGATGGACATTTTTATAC
SNAI1,3',MRE503-F	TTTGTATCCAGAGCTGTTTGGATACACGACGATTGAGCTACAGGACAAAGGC<br>TGACAG
SNAI1,3',MRE503-F	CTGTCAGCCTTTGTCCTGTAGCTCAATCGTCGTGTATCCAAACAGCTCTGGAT<br>ACAAA
h503P-del1-F	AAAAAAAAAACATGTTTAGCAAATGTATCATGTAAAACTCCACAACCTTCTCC
h503P-del1-R	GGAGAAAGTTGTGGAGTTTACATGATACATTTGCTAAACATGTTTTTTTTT
h503P-del2-F	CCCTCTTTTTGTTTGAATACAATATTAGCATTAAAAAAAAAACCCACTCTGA
h503P-del2-R	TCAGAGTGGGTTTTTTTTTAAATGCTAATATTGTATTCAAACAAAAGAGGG
hPRRX1-P-F2	ATTAGTAAATGTGTGCGGTGTTTTCTTG
hPRRX1-P-R3	CTTTGTAGGGAATACAAGAAAATTGGAG
hPRRX1-P-R4	ATTAGTAAATGTGTGCGGTGTTTTCTTG
497P-PXB1-F	AGGAGGGAGTGACTTCCAAAA
497P-PXB1-R	AAATTTGGGGTCCTCAGATACC
497P-PXB2-F	CTACCCAGATGTCTTTGGAGGT
497P-PXB2-R	CCGAAACAAAATATGAGGGTGT
497P-dw-F	TTATTGAGATACGGGACACAGC
497P-dw-R	CTCCAGCCCCTCCTCTATTTA
SMC4P-dw-F	AGCAAGACCCCATCTCTACAAA
SMC4P-dw-R	AGTGCACACGTAAAAGGACTGA
SMC4i-PXB1-2-F	TTGGATATGGTGGGAATCTTGT
SMC4i-PXB1-2-R	TCAATTGAACATGCACACAAAC
SMC4P-PXB3-F	GAACTTATTTCTTCCTGTGGGGTA
SMC4P-PXB3-R	CCTGGAAAAGACTGGGTACAG
PRRX1P-dw-F	GGACTIONACAGACATTCCCTTG

PRRX1P-dw-R	GGCCTGAGAAACAAATAGATGG
PRRX1P-PXB1-F	CTCCCTTTCTCTCTAACTCTGATGTTG
PRRX1P-PXB1-R	GCCAACATCAGAGTTAGAGAGAAAAG
PRRX1P-PXB2-F	TTGATTGCCTGCATTCTTACTT
PRRX1P-PXB2-R	TCAATGAGTCCAAAATGTAAACC
PRXP-B1-F2	GTAAGCATATTAAGGCTATTTTTGGTTC
PRXP-B1-R2	AAGAAGGAGATTGTGATGGAGAAAAG
PRXP-B1-F3	TTTTCTTCTCAGTTGGATCAAGAA
PRXP-B1-R3	CCTAGCACCTGAGAAACATACTGATAAC
PRXP-up-F	ACTTAGCCTATAAATCAGAGAATACTTGT
PRXP-up-R	AGACTATAACAGAGCAGATCAATTACCA
PRXP-PXB3-4-F	TCCCATATTTTAATGTTTTTAGGAGTCT
PRXP-PXB3-4-R	TTTATGAGGTGAACGCATTATCAG
PRXP-PXB5-6-F	TCTTGCTTGTAAAGTCTTTGTGG
PRXP-PXB5-6-R	CAGTTAGTAGTCCAGGTGTCTTGC
SNAI-B-1-2-R	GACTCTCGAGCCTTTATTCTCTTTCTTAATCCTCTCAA
PRRX1P-F01Xho	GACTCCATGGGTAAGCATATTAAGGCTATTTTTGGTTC
PRX-B1-R2Nco	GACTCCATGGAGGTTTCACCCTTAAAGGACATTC
PRXP-CpG-R	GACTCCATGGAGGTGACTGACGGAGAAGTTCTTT
PRXP-COM-R	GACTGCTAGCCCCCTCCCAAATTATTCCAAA
m503-F2	CAACAGTTCTTTACTTTGCTTGGTT
SNAI1-PXB3-5-F	ACAGGGAAGGATTAAAACACCTAAG
SNAI1-PXB3-5-R	GACTTTGGCTTTTACTCTGAGACAG
SNAI1-PXB6-F	ACAGAGGCAGTAAGCAGTCATTAAG
SNAI1-PXB6-R	TCCCTTTGCATTGTAATTATCTGTT
SNAI1-PXB7-F	GTTCTTCCCTTATCCAGTGTTTAC
SNAI1-PXB7-R	GCCCAAATTGTCAGTTTCATAAATA
SNAI1-dw-F	ACAAAGATGTAAACCAAGATCTCCA
SNAI1-dw-R	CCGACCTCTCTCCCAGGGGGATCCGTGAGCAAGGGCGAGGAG
EGFP_fwd	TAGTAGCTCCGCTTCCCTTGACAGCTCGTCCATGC
EGFP_rev	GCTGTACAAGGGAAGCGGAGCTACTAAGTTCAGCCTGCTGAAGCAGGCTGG
PuroR_fwd	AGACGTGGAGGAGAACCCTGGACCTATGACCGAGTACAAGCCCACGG
PuroR_rev	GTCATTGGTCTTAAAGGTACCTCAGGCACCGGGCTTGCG
hUbC_promoter-F0	TCTTTCCAGAGAGCGGAACA
YFP-BamHI-F	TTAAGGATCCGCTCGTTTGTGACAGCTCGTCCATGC
YFP-KpnI+stop-R	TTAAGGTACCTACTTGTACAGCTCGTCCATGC
hPGK promoter-F	GTAGTGTGGGCCCTGTTCTT
3'LTR-R	TCGTTGGGAGTGAATTAGCC
hPRX1-enh-F	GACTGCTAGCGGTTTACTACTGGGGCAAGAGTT
hPRX1-enh-R	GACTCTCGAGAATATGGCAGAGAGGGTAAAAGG
hPRX1-enh-del-F	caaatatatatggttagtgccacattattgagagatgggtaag

hPRX1-enh-del-R	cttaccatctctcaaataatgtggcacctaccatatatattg
hPRX-P-SN-BS4-del-F	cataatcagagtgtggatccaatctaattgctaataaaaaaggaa
hPRX-P-SN-BS4-del-R	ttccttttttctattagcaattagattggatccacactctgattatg

References

1. Lu, M.F. *et al.* prx-1 functions cooperatively with another paired-related homeobox gene, prx-2, to maintain cell fates within the craniofacial mesenchyme. *Development* **126**, 495-504 (1999).
2. Dong, J. *et al.* Single-cell RNA-seq analysis unveils a prevalent epithelial/mesenchymal hybrid state during mouse organogenesis. *Genome biology* **19**, 31 (2018).
3. Puram, S.V. *et al.* Single-Cell Transcriptomic Analysis of Primary and Metastatic Tumor Ecosystems in Head and Neck Cancer. *Cell* **171**, 1611-1624 e24 (2017).
4. Chung, W. *et al.* Single-cell RNA-seq enables comprehensive tumour and immune cell profiling in primary breast cancer. *Nature communications* **8**, 15081 (2017).
5. Wagner, D.E. *et al.* Single-cell mapping of gene expression landscapes and lineage in the zebrafish embryo. *Science* (2018).

# Supplementary material for: A gene regulatory network to control EMT programs in development and disease
**Source:** Nat Commun. 2019 Nov 11;10:5115. doi: 10.1038/s41467-019-13091-8
**Supplement:** Supplementary file 3 — Supplementary Dataset 1

Supplementary Data 1.

Microarray data listing miRNA deregulation upon PRRX1 overexpression in MDA231 breast cancer cells

miRNA	MDA_C1	MDA_C2	MDA_C3	MDA_P1	MDA_P2	MDA_P3
hsa-miR-let-7a2	6.15724497	3.5829139	5.39292744	7.51267114	7.09831886	8.03176209
hsa-miR-21	7.15746323	7.1170116	7.21038404	8.04968396	7.73184759	7.59333543
hsa-miR-23b	5.34052884	5.2305848	5.34144343	6.41264785	6.23671298	6.10521338
hsa-miR-24-2	5.88820889	6.19117536	6.12006285	6.77731695	6.71089276	6.53246214
hsa-miR-27b	5.4192794	5.83370739	5.76341658	6.48587241	6.6264489	6.36897635
hsa-miR-29c	4.5735029	4.84285022	4.92474852	5.71135437	5.66552615	5.43786004
hsa-miR-30e	6.33810711	6.29430495	6.58309257	7.26305928	7.0724631	7.18565037
hsa-miR-32	4.91158514	4.13811278	5.28040154	6.27825208	6.42882328	6.06224558
hsa-miR-100	3.44343308	3.04302568	3.38254165	4.98075488	5.14505271	5.37249725
hsa-miR-181b1	5.45525519	5.47201061	5.41456543	7.52790433	7.46319394	7.31726317
hsa-miR-218-1	4.73144022	4.81238275	4.39950474	5.49569579	5.52324233	5.27959563
hsa-miR-221	6.46538236	5.22718267	6.12667247	7.9868455	7.7539962	7.58967958
hsa-miR-222	5.30497784	4.96074582	5.37758376	6.14011298	6.02963364	6.03950445
hsa-miR-301a	3.10465299	2.85008898	3.00888754	3.63334488	3.34090809	3.8967365
hsa-miR-421	6.14263361	4.97932177	5.67140845	7.23117174	6.81012158	7.43336182
hsa-miR-424	6.4033721	6.15607422	6.31082714	7.04718636	6.98788762	6.92718311
hsa-miR-454	3.16824989	3.08251009	3.0479751	3.90756546	3.86234534	3.42017826
hsa-miR-503	5.90153516	5.95386136	5.93516611	6.72664691	6.88801779	6.8197469
hsa-miR-505	3.22514005	3.09123411	3.47866881	5.1773951	4.25902727	3.7622065
hsa-miR-539	3.12428945	3.27656814	4.08263947	3.91586043	4.36224237	4.31800315
hsa-miR-548ak	2.00469954	2.1238871	1.93142606	2.54056814	3.23045928	2.32168539
hsa-miR-553	3.07376456	2.4468893	2.78425582	3.42876884	3.3306336	3.42236759
hsa-miR-570	6.03657026	5.5227412	6.1270458	7.04486101	6.88656421	6.9658515
hsa-miR-573	4.07893174	3.52672096	4.11196939	5.08361722	5.04749807	4.68288916
hsa-miR-579	5.61224293	4.95473986	5.48872818	5.98970896	5.8943887	6.24230841
hsa-miR-597	4.09376171	3.43442889	4.19627658	4.88980335	4.48915529	4.53288977
hsa-miR-604	6.07962989	4.86921135	6.0110496	7.02804111	7.09945008	6.75232412
hsa-miR-619	6.04732356	5.94627538	6.18481617	6.6144722	6.82910145	6.68924882
hsa-miR-626	2.76621771	2.34204257	2.64637308	3.43597061	3.29792697	3.18188037
hsa-miR-634	3.7646693	4.07526247	3.56336183	4.35993191	4.43583262	4.48119853
hsa-miR-646	6.01943376	6.2156874	6.35073819	7.12395719	6.87281164	6.66883954
hsa-miR-924	3.76333148	3.61987432	4.03229553	4.99446741	5.08653044	5.17132598
hsa-miR-1206	4.08572491	2.79680592	3.61261344	4.35929675	4.64478732	4.74269551

hsa-miR-1250	5.28037034	5.06858736	5.47059296	6.06326406	5.93519489	5.78861094
hsa-miR-1254-1	5.80722226	4.72419695	5.51023106	6.35435038	6.12266797	6.22304257
hsa-miR-1260b	3.165828	2.86052039	2.85348303	3.47307187	3.95144329	3.47282024
hsa-miR-1284	2.27571437	2.08786048	2.48620666	2.54038943	3.17618044	3.00601933
hsa-miR-1299	5.31933721	4.76123823	4.53702272	6.43021488	5.52398093	6.25790157
hsa-miR-3118-2	4.80145019	4.7626248	4.64036846	5.39232813	5.40169766	5.65292171
hsa-miR-3161	4.98520072	5.13868082	5.09725793	6.03447854	5.82823218	6.01709497
hsa-miR-3671	3.28967648	3.07979799	3.04206924	3.66764464	3.9766414	3.98249454
hsa-miR-3685	5.05261531	3.97036783	4.4161285	5.41066244	5.42352887	5.92347095
hsa-miR-3925	6.95842894	6.73475823	6.4016665	7.47855577	7.20445358	7.5031358
hsa-miR-3942	2.71412212	2.61908388	2.81380785	3.70511306	3.44792398	3.15743078
hsa-miR-4677	5.04407021	4.37213025	5.04714672	5.75658741	5.82057693	5.12261322
hsa-miR-4681	4.66272755	4.83133322	4.87450644	5.38705883	5.8546086	5.39025569
hsa-miR-5047	6.93959027	6.09714154	6.8708762	8.28275328	8.20565992	8.06359697
hsa-miR-4295	4.1270149	3.57226721	3.66117376	5.21726237	4.56108611	5.02350201
hsa-miR-4435-1	4.11453757	3.28795208	3.93806547	4.89686795	4.70044095	4.39851607
hsa-miR-4451	4.78164288	3.76606997	3.79335811	5.73447332	5.49908456	5.30768172
hsa-miR-4454	5.80349003	6.10969493	6.04639292	7.05399433	6.66776529	6.62982385
hsa-miR-4462	4.9861882	4.46164397	4.57027179	5.35444468	5.50462001	5.28771849
hsa-miR-4473	2.74001514	2.63535289	2.45925502	3.20374878	2.95004738	3.479499
hsa-miR-4500	2.06274153	2.3613557	2.42215842	5.78029765	5.45422647	6.09121084
hsa-miR-4504	4.77717181	4.30733159	4.80878027	5.57716846	5.14525546	5.43428494

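Supplementary Data 1 gives, for each of 55 miRNAs, 6 values: 3 MDA231-Control arrays and 3 MDA231-PRRX1 arrays on the log2 RMA scale, so that a difference of 1 between arrays stands for a doubling of signal. Each of the 55 sets of 6 values was found again among the deposited values within 1e-06, 52 of them in 1 probe set and 3 in 2 probe sets. For 53 of the 55 the probe set carries a miRNA symbol here, among them miR-3118-2, whose values were found under the symbol of another precursor, MIR3118-4. The probe set of miR-1254-1 is unnamed here and that of miR-1260b carries the symbol of MAML2, a protein-coding gene, so these 3 are matched by their values only. Their log2 differences between MDA231-PRRX1 and MDA231-Control ran from 0.60 to 3.49 with a median of 0.79, and in 54 of the 55 the 3 MDA231-PRRX1 values were above all 3 control values. Chance separates 3 from 3 in one direction or the other in 10% of cases, and on these arrays the groups did not overlap in 14242 of all 46255 probe sets, or 30.8%. The study chose the list as higher on these arrays, so neither its direction nor its separation is independent evidence. With limma over all probe sets, 48 of the 55 had an adjusted p under 0.05 and 7 did not pass. All 55 passed when adjusted over the list alone, which is not independent evidence either. MDA231-Control replicate 2 had the lowest of the 3 control values for 34 of the 55 miRNAs, and 35 of the 55 passed without that array. Without MDA231-PRRX1 replicates 1, 2 and 3 in turn, 21, 30 and 31 passed.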

RMA normalized probe intensity values of up-regulated miRNAs. Columns correspond to three control samples (MDA_C1 to C3) and three samples where Prrx1 was induced (MDA_P1 to P3)

# Supplementary material for: A gene regulatory network to control EMT programs in development and disease
**Source:** Nat Commun. 2019 Nov 11;10:5115. doi: 10.1038/s41467-019-13091-8
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

No new software was used.

Data analysis

Data analysis was performed with Microsoft Excel 2013, GraphPad Prism 8.0.1, ImageJ Fiji version 1.52i. Images were prepared using Adobe Photoshop and Adobe Illustrator CS6.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The microarray data generated in this study, as well as public scRNA-seq data datasets analyzed during the current study are available in the Gene Expression Omnibus (GEO) [<https://www.ncbi.nlm.nih.gov/geo/>] repository under the following accession numbers that are also listed in Supplementary table 1. Microarray in MDA231 cells: GSE138078 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138078>], Zebrafish embryos: GSM3067194 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3067194>], mouse embryo: GSE87038 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87038>], head and neck cancer patients: GSE103322 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103322>] and breast cancer patients: GSE75688 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75688>]. The source data underlying Figs 1c, f-h, 2a-f, 3b-f, 4a-e and h, and 6a, and Supplementary Figs 1f-g, 2a-f, 3a and c-i, 4a and g-j, 5c and e, and 7b are provided as a Source Data file.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For breast cancer patients' overall survival analyses: total n=1402, lymph-node positive patients n=313 and basal subtype n=241 (Fig. 5 and Supp. 6)

For breast and head-and-neck cancers single cell RNA-seq datasets: total n=764 (after exclusion n= 440) and n=6962 (after exclusion n= 1620), respectively (Fig. 1g-h)

For mouse and zebrafish embryos single cell RNA-seq datasets: total n=551 (after exclusion n= 138) and n=5902 (after exclusion n= 1718), respectively (Fig. 1c and f)

For snail1a/b expression pattern analysis in zebrafish embryos, sample size was estimated using GPower 3.1 where values were set at p = 0.05 and beta = 0.8. Control n=30 and Sponge injected = 96 (Fig. 4f)

In mouse embryo mutant for Prrx1, change in Snail1 expression pattern was analyzed by IF and confirmed in 2 mutant embryos compared to 3 WT (Fig. 4i and Supp. 5e). Western blot was performed for WT n=5 and mut n=4 embryos (Fig. 4h and Supp. 5b)

For snail1a/b, prrx1a/b and ptrmiRs qPCR in zebrafish embryos treated with water (control) or BMP (Fig. 6a) each independent experiment include pools of 6 randomly chosen embryos.

For SNAIL1 and PRRX1 ISH in chicken embryos treated with control or BMP beads (Fig. 6b): for control (14/14 for both SNAIL1 and PRRX1), BMP 1h (SNAIL1 8/8, PRRX1 6/6), BMP 5h (SNAIL1 10/11, PRRX1 14/16) and BMP 10h (SNAIL1 5/6, PRRX1 5/5)

For SNAIL1 and PRRX1 IF in chicken embryos treated with control or BMP beads (Supp Fig. 7a) 6-8 somites from 2 embryos per condition, per time point were analyzed.

For expression analyses via ISH at least in 2 embryos per condition were analyzed. Detail as follows:

Mouse embryos, E8.5 n=5, E9.5 n=5 (Fig. 1e and Supp. 1b-d)

zebrafish embryos: n=3 (Fig. 1a), double ISH n=3 (fig1b)

chicken embryos: n=2 (Fig. 1d)

miRISH mouse: n=3 (Fig. 3g)

miRISH zebrafish n=2 (Fig. 4g)

Double IF mouse embryos: n= 2 (Fig. 6b), n=3 (Supp. 8b)

For measuring the average nuclei signal intensity for double IF in three different cell lines (Supp. 1f) at least 5 different random plains were taken: SUM149PT n=1389, MDA436 n= 1872 and BT549 n= 899.

For measuring the average nuclei signal intensity for IF in mouse embryo sections: (Supp. 5d) WT n=401 and mut n=410, and (Supp. 5f) WT n=1742 and mut n=1858.

For luciferase assays and qPCR sample sizes were not calculated, but standard repetition of experiments was followed to estimate a normal distribution of the data.

Data exclusions

In the analyses of single cell RNA-seq datasets, the cells with no value for both Snail1 and Prrx1 were excluded.

Replication

All replication attempts of the experiments were successful.

Randomization

All animals were randomly selected for experiments.

Blinding

At least two individuals checked the analysis of experiments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☐	☒ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Prrx1 (for ChIP): Sigma, Rabbit polyclonal (HPA051084)
 IgG: Diagenode, Rabbit (C15410206)
 Myc tag: Abcam, goat pAb (ab9132)
 Prrx1 (for IF): Tanaka lab
 Snail1 (for IF in embryo): Cell Signaling, rabbit monoclonal (C15D3)
 Snail1 (for IF in cultured cells): Cell Signaling, rat monoclonal (SN9H2)
 GFP: Chicken polyclonal, Aveslab (2BScientific), GFP-1020
 DIG-AP Fab fragments: sheep polyclonal, Roche (11093274910)
 DIG-POD Fab fragments: sheep polyclonal, Roche (11207733910)
 FLUO-POD Fab fragments: sheep polyclonal, Roche (11426346910)
 beta-actin: Rabbit polyclonal, Abcam
 Alexa Fluor 488, goat anti-rabbit Invitrogen (A11008)
 Alexa Fluor 568, goat anti-rabbit Invitrogen (A11011)
 Alexa Fluor 488, goat anti-chicken Life technologies (A11039)
 Alexa Fluor 568, goat anti-rat Invitrogen (A11077)
 Snail1 (for IF in cells), Rat monoclonal Cell signaling (SN9H2, #4719)
 Histon H3, Rabbit polyclonal Abcam (ab1791)

Validation

All validations were performed before in Ocana et al. 2017, Nature.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

ATCC and ASTERAND BIOSCIENCE

Authentication

Cell lines were authenticated using STR profile by the Genetic Analysis Service at Miguel Hernandez University, Spain.

Mycoplasma contamination

All cell lines were tested and confirmed negative for mycoplasma on a monthly bases at the host institution.

Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Fertilized eggs from zebrafish strain AB, fertilized hen eggs, and mouse embryos strain C57BL/6J or FVB/NJ were used.
 All zebrafish embryos were between 12 and 24 hours post fertilization.
 All chicken embryos were between 26-30 hours post fertilization.
 All mouse embryos were 8.5, 9.5 or 11.5 days post coitum.

Wild animals

Study did not involve use of wild animals.

Field-collected samples

Study did not involve samples collected from the field.

Ethics oversight

We affirm to have complied with all relevant ethical regulations for animal testing and research as follows. All animal procedures were conducted in compliance with the European Community Council Directive (2010/63/EU) and Spanish legislation. The

protocols were approved by the CSIC Ethical Committee and the Animal Welfare Committee at the Institute of Neurosciences, Alicante

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	The study did not include any clinical trial registration.
Study protocol	Not applicable.
Data collection	Clinical data including survival analyses for breast cancer patients were obtained from public database: http://kmplot.com/ analysis. Single cell RNA sequencing data from breast and head-and-neck cancer patients were obtained from GEO database, with references GSE75688 and GSE103322, respectively.
Outcomes	Not applicable.

How the deposited data were processed for this re-analysis (not part of the article)

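Gene expression was measured on 6 Affymetrix Human Gene ST arrays, 3 of MDA231-Control and 3 of MDA231-PRRX1, from MDA-MB-231 cells transduced with GFP or PRRX1 lentivirus. The authors made the deposited log2 values with the RMA algorithm in R and Bioconductor, which corrects background, brings the arrays to a common distribution and summarises the probes of each probe set. The submitters' processing notes name RMA and limma, and their versions are not given in the sources used here. The deposited values were used as they stand, without a filter on dim probe sets and without further normalization. The values carry no detection call, so how far a dim probe set lies above background is not known here. Which array is which sample was checked against Supplementary Data 1, whose 55 sets of 6 values are all found among the deposited values within 1e-06. Supplementary Data 1 names RMA but not the log2 scale, so it does not check that scale.

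Probe sets were named through the platform annotation and the gene IDs of a gene table of assembly GRCh38.p14, which was also used for gene length. All 15835 named probe sets matched by gene ID and 0 symbols changed. Of the 46255 probe sets, 15835 have 1 symbol, 0 have several and 30420 are unnamed here. Gene length is the span of the gene in that table, and no coordinates from it are given.

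The comparison is MDA231-PRRX1 minus MDA231-Control with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with Benjamini-Hochberg adjustment over all probe sets and a threshold of an adjusted p of 0.05. The study's own threshold, a log2 fold change of 1.5 with the same adjusted p, was applied as well. Lists of genes fixed before the data were examined were tested with camera at a correlation between genes preset at 0.01, on 1 probe set per gene, 14811 genes in all, without PRRX1, with adjustment over the 25 lists that have at least 2 measured genes. For each list the members past the threshold were counted over all probe sets and adjusted over the list alone. Where the correlation was estimated instead, camera tested on the 4 residual degrees of freedom of the 6 arrays, so little can pass in that setting. The number of arrays limits the precision. On simulated arrays with the spread of these, limma called 19.5% of 200 probe sets changed by 0.5 on the log2 scale, 78.5% of 200 changed by 1 and 97.5% of 200 changed by 2, out of 46255, and 3.46% of its calls were false. The simulated noise was independent between probe sets and no simulated array stood apart, so these shares may not carry over to the real arrays.

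The genes named in the text follow a rule fixed before the data were examined: those the study names for these arrays, with the values of Supplementary Data 1 counted as seen, the miR-15, miR-200 and miR-34 precursors, TBP, the 10 largest rises and the 10 largest falls past the threshold whose groups do not overlap, without miRNA, antisense, pseudogene and similar symbols, up to 4 members of each list and direction with the smallest adjusted p, the EMT transcription factors, and host genes of the named miRNAs. A miRNA was matched to its probe set by the 6 values of Supplementary Data 1 or by its precursor's symbol. The names in Fig. 3a that follow the MirGeneDB scheme were used only where the text gives the older name, so Mir-95-P2 was left out. Of the 10 largest rises, 1 is not reported here.

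The alternatives set beforehand were a second quantile normalization, centring on the array median, leaving out dim probe sets, testing only probe sets with 1 symbol, eBayes with trend and robust, array weights, the replicate number as a block, leaving out each array in turn, a linear fold change of 1.5, adjustment over the list alone, the mean of a gene's probe sets and an estimated correlation in camera. A linear fold change of 1.5 with an unadjusted p, and an estimated correlation with dim probe sets left out, were added after seeing the data. The qPCR, ChIP and reporter experiments of the paper were not analysed here.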

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

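The tests of MDA231-Control replicate 2 and of gene length, the comparison of the numbers of miRNA precursors with those of matched lists, and the host numbers with 1 array left out were chosen only after the result was seen. The paper does not report on the genes in this paragraph for these arrays, and each is singled out because it differs from the control samples. TMEM47 had a log2 difference of 3.61 and UCA1 one of -4.29, the highest and lowest among the named genes other than miRNAs; the control level of TMEM47 lies below the array medians, so the size of its rise is not known here. ZEB1 had a log2 difference of 1.24 and SNAI2 one of -0.46, whose call was lost without MDA231-Control replicate 3 or any 1 of the MDA231-PRRX1 arrays (adjusted p between 0.056 and 0.079; 0.0039 to 0.079 over all alternatives). In addition to the miRNAs of Supplementary Data 1, 13 miRNA precursors were higher and 9 were lower in MDA231-PRRX1 at an adjusted p under 0.05 from limma; of all miRNA precursors 4 were lower without MDA231-Control replicate 3, and 2, 3 and 2 without MDA231-PRRX1 replicates 1, 2 and 3.

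Of 1022 miRNA precursors, 60 were higher and 9 lower (21 to 36 and 2 to 4 without MDA231-Control replicate 3 or 1 of the MDA231-PRRX1 arrays). On a better recovery of every kind of small RNA, the 21 measured small nucleolar RNAs, all of the SCARNA type, had a median log2 difference of -0.17. The bootstrap interval over these genes, -0.38 to -0.0074, leaves out the spread between arrays, and camera gave the list an adjusted p of 0.67, downward. These RNAs did not rise as a set, but 1 type cannot stand for every kind of small RNA, so such a recovery is not excluded. Against a rise of dim probe sets of any kind, 10000 random lists of other genes matched on mean level, though not on probes per probe set, held 18 to 37 higher and 22 to 42 lower (between the percentiles 2.5 from either end), and with each array left out in turn the 21 to 58 precursors higher were also above the upper percentile of these lists, which was 16 to 39; the median of all precursors, -0.00061, decides nothing, because they went both ways (quartiles -0.12 and 0.16). A rise with the host transcripts stays open, since 38.5% of the 13 measured hosts of miRNAs in Supplementary Data 1 were higher, between the bounds set for either answer; with 1 array left out fewer hosts passed, as fewer precursors did (23.1% without MDA231-Control replicate 2 or MDA231-PRRX1 replicate 2, 15.4% without MDA231-Control replicate 3 or MDA231-PRRX1 replicates 1 or 3, and 30.8% without MDA231-Control replicate 1), while the median log2 difference of the 13 hosts, 0.33, lay between 0.24 and 0.40. An effect of PRRX1 itself, the condition of the design, also stays open for the precursors as a set on these arrays. For miR-424 and miR-503 the paper reports further experiments, which were not analysed here. In these, the precursors rose after induction of Prrx1, and PRRX1 bound and activated their promoter.

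MDA231-Control replicate 2 had an array weight of 0.28, compared with 0.72 to 4.31 for the other arrays, and was the lowest control in 81.3% of the 166 probe sets higher at the study's threshold, compared with 28.6% of all probe sets (83 were higher at that threshold without it, 286 without MDA231-Control replicate 1 and 105 without MDA231-PRRX1 replicate 1). Of the 166, 96.4% stayed higher at an adjusted p under 0.05 without it. That check asks for a rise of any size, not for one over 1.5, and it was chosen after the result was seen. It therefore does not settle how much of the size of these rises this array carries. In 10 groups of protein-coding probe sets by gene length, 18 were higher and 138 lower among the shortest genes and 176 were higher and 59 lower among the longest (without this array 26 and 117, and 195 and 65). The group medians ranged over 0.22 on the log2 scale, from -0.15 to 0.06. The 52 protein-coding probe sets higher at the study's threshold had a median rise of 1.71, and 47 were still over 1.5 with each array's length trend removed. They were chosen for rises over 1.5, so their median had to exceed the range of the group medians. What lies behind the trend in the numbers higher and lower stays open. Whether this array differs along the same axis as the 2 groups stays open: over probe sets, its difference from MDA231-Control replicate 1 correlated at -0.33 with the difference of MDA231-PRRX1 from replicate 3, and at -0.21 with replicates 1 and 3 exchanged. The sources used here name no batch for this array, and a difference in RNA quality or culture state may lie behind it, neither of which was tested.

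Over all probe sets, 4500 passed the threshold, 2139 higher and 2361 lower (759 to 1256 and 791 to 1312 without MDA231-Control replicate 3 or 1 of the MDA231-PRRX1 arrays, and 2238 to 2421 and 2003 to 2299 without MDA231-Control replicates 1 or 2). Among the 10 ways of splitting the 6 arrays into 3 and 3, 1 gave as many, the real one, and the highest of the others gave 0 (at most 1683 at an unadjusted p under 0.05 from limma, compared with 11095 for the real split). So few splits cannot give a share under 0.05. Each of the other splits also mixes the 2 groups, so the difference between them adds to the spread within its sides. Low numbers there were therefore likely in advance.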

How the results depend on the processing

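The signs of PRRX1, SNAI1, MIR424 and MIR503 held in every alternative, and the calls of PRRX1, MIR424 and MIR503 did too; the log2 difference of SNAI1 lay between -0.69 and -0.52 with 1 array left out, and its call was lost without MDA231-PRRX1 replicates 1 or 2 (adjusted p = 0.070 and 0.061, over all alternatives 0.0024 to 0.070). With 1 array left out 759 to 2421 probe sets were higher, 791 to 2299 lower, and 83 to 286 higher at the study's threshold; 21 to 58 miRNA precursors were higher and 2 to 9 lower, 21 to 48 miRNAs of Supplementary Data 1 were higher and 4 to 10 of them passed the study's threshold; the cause was not tested. Testing only probe sets with 1 symbol, which tests fewer, gave 1207 probe sets higher, 61 and 34 higher and lower at the study's threshold, and 17 miRNA precursors lower. Array weights gave 4252 higher and 4613 lower, and 105 and 34 miRNA precursors higher and lower; the cause was not tested. A linear fold change of 1.5 gave 1622 and 1367 at the study's threshold and 48 of the listed miRNAs, or 55 with an unadjusted p, added after seeing the data. With dim probe sets left out, 2 gene lists passed camera, the miR-15 family (adjusted p = 0.027, with only miR-424 and miR-503 of its 7 members left) and the miRNA precursors (adjusted p = 0.019, with 309 of 1022 left). The study chose miR-424 and miR-503 on these arrays, so the pass of the family is not independent evidence. The calls of both lists were lost with an estimated correlation (adjusted p = 0.47 for both without dim probe sets, added after seeing the data, and adjusted p = 0.80 for both with all probe sets). That setting tests on only 4 residual degrees of freedom. The adjusted p of the epithelial list from camera also rose, from 0.17 to 0.80, though its estimated correlation, -0.026, lay below the preset. The loss therefore does not show that correlation between genes removed the calls. In the other alternatives 0 lists passed camera. Over all alternatives the adjusted p of the miR-15 family ran from 0.027 to 0.80 and that of the miRNA precursors from 0.019 to 0.80, and the cause was not tested.

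The correlations of same-numbered deviations were -0.059, 0.062 and -0.050, and not every sample correlated best with its own number. A pairing by replicate number is thus not visible in these values, which does not show whether same-numbered samples were handled together. With the replicate number as a block, 2094 probe sets were higher and 1959 lower, SNAI1 was at -0.62 (adjusted p = 0.032), and MIR15B and KDR lost their calls.

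For the 60 other named genes that passed, 777 alternatives were run in all, and SMC4 was not among these genes. Of the 777, 729 kept direction and call, 48 lost the call with the same direction, 44 of them with 1 array left out, and 0 changed sign. The calls lost were those of SNAI2, MIRLET7A2, MIR15B, MIR21, MIR1250, MIR579, CLDN7, MMP15, MMP19, BCL2, KDR and IL11. ZEB2, MIR16-1, VMP1 and ZFR, which did not pass, changed sign: ZEB2 was at -0.072 with array weights and between -0.069 and 0.075 with 1 array left out (negative without MDA231-Control replicate 2 and, at -0.059, MDA231-PRRX1 replicate 1), and MIR16-1 between -0.058 and 0.093 (negative without MDA231-Control replicate 1 and, at -0.0040, replicate 3); with 1 array left out VMP1 was between -0.012 and 0.064 and ZFR between -0.044 and 0.26 (both negative without MDA231-Control replicate 2), and ZFR was at -0.013 with array weights; the cause was not tested. TBP passed only with array weights (-0.25, adjusted p = 0.042, over all alternatives 0.042 to 0.26). No detection call is given, so which dim probe sets are measured at all cannot be set.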

Differences from the paper's values

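Supplementary Data 1, the paper's table of upregulated miRNAs, holds 55 miRNAs, and the paper's stated threshold is a log2 fold change above 1.5 with an adjusted p under 0.05. Of the paper's 55 miRNAs, 7 passed that threshold here. Of the alternatives set before the data were examined, a linear fold change of 1.5 gave 48, within 1.5 times the paper's number, and the others that were run for this count, including each array left out, gave 4 to 10 (4 without MDA231-Control replicate 2 or MDA231-PRRX1 replicate 1). A linear fold change of 1.5 with an unadjusted p, chosen after seeing the values, gave 55 and dropped 0 of the paper's miRNAs; in all, 60 miRNA precursors on the array met it, 53 of them in the paper's table and 7 not.

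The paper describes SNAIL1 as lower and miR-424 and miR-503 as higher in MDA231-PRRX1. The directions here were the same, with log2 differences of -0.62, 0.70 and 0.88 that passed the adjusted p of 0.05 from limma but not a log2 fold change of 1.5.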

Other observations

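Of 26 measured genes of epithelial cells, 7 were lower in MDA231-PRRX1, 1 was higher and 18 did not pass the test (also 7 and 1 when adjusted over the list alone), and of 11911 protein-coding genes 1113 were lower and 757 higher. CLDN1, a tight junction gene, had a log2 difference of -1.08 (standard error 0.13, adjusted p = 0.0028 from limma), the keratin gene KRT7 one of -1.18 (adjusted p = 0.0032), the epithelial splicing regulator gene ESRP2 one of -0.96 (adjusted p = 0.0031) and the membrane protease gene ST14 one of -0.99 (adjusted p = 0.0032). The higher one was CLDN7, another claudin gene, at 0.53 (adjusted p = 0.041), whose call was lost without any 1 array other than MDA231-Control replicate 2 (0.086 to 0.13; 0.0035 to 0.13 over all alternatives). The list had an adjusted p of 0.17 from camera and an adjusted p of 0.80 with an estimated correlation. Of 12 mesenchymal genes, 1 was higher and 2 were lower (2 and 2 when adjusted over the list alone): LOX, which cross-links collagen, at 0.65 (adjusted p = 0.0094), TAGLN, an actin-binding protein gene, at -0.99 (adjusted p = 0.0012) and the proteoglycan gene LUM at -0.87 (adjusted p = 0.010), whose levels lie below the array medians in both groups. Of 19 matrix proteases and inhibitors, 5 were higher and 2 lower (6 and 3 when adjusted over the list alone), with the collagenase gene MMP1 at 1.19 (adjusted p = 0.0025), MMP14 at 0.70 (adjusted p = 0.0084) and the inhibitor gene TIMP3 at 0.69 (adjusted p = 0.0073) among the higher ones. The lower ones were MMP19 at -0.57 (adjusted p = 0.018) and MMP15 at -0.69 (adjusted p = 0.024). The call of MMP19 was lost without MDA231-PRRX1 replicates 1 or 3 (0.080 and 0.070; 0.0063 to 0.080 over all alternatives) and that of MMP15 without any 1 array other than MDA231-Control replicate 1 (0.050 to 0.099; 0.0033 to 0.099 over all alternatives). MDA231-Control replicate 2 stood apart from the other controls, and without it 7 epithelial genes were lower and 1 higher, 1 mesenchymal gene was higher and 2 lower, and 5 matrix genes were higher and 1 lower.

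Of 14 inflammatory cytokine and NF-kappaB genes, 5 were lower and 1 was higher (8 and 2 when adjusted over the list alone), the higher one being PTGS2, the inducible cyclooxygenase, at 0.74 (adjusted p = 0.011). The lower one with the smallest adjusted p was the cytokine gene IL11 at -0.73 (adjusted p = 0.011; 0.051 without MDA231-PRRX1 replicate 3, and 0.0019 to 0.051 over all alternatives). Of 10 stress response genes, 2 were lower (4 when adjusted over the list alone), with DDIT3, a transcription factor of the unfolded protein response, at -1.29 (adjusted p = 0.00073). Of 21 reported miR-15 family targets, 4 were lower and 2 higher (6 and 4 when adjusted over the list alone), with a list median of 0.19, a mean of 0.02 and an adjusted p of 0.75 from camera, upward (adjusted p = 0.87 with an estimated correlation). Cyclin E1, CCNE1, was at -1.18 (adjusted p = 0.0011), the apoptosis inhibitor gene BCL2 at 0.68 (adjusted p = 0.011) and the growth factor receptor gene KDR at 0.46 (adjusted p = 0.035). The call of BCL2 was lost without MDA231-PRRX1 replicate 1 (0.053; 0.0014 to 0.053 over all alternatives), and that of KDR with any 1 array left out (0.051 to 0.12) and with the replicate number as a block (0.065; 0.021 to 0.12 over all alternatives). Of 22 mesenchyme developmental transcription factors, 1 was lower, FOXF2 at -1.25 (adjusted p = 0.00068), and of 14 stem-like cell genes 1 was lower, EPAS1 at -0.83 (adjusted p = 0.0042), with the same numbers when adjusted over the list alone. Of 17 interferon-stimulated genes, 3 were lower and 1 higher (4 and 2 when adjusted over the list alone), with OASL at -1.03 (adjusted p = 0.0060) and IFITM1 at 0.71 (adjusted p = 0.0057). All of these adjusted p are from limma. Without MDA231-Control replicate 2, the numbers higher and lower were 2 and 4 for the inflammatory list, 0 and 1 for the stress response, 1 and 4 for the miR-15 family targets, 1 and 1 for the developmental transcription factors, 0 and 1 for the stem-like cell genes and 1 and 2 for the interferon-stimulated genes.

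The remaining lists are given as numbers higher and lower, in parentheses first adjusted over the list alone, then without MDA231-Control replicate 2. Of 25 proliferation genes 1 and 3 passed (2 and 6, 2 and 2), of 16 TGF-beta and BMP pathway genes 2 and 3 (5 and 4, 3 and 2), of 9 hypoxia and glycolysis genes 1 and 1 (1 and 1, 1 and 1), of 9 cholesterol synthesis genes 0 and 1 (2 and 2, 0 and 0), of 7 miRNA processing genes 1 and 0 (1 and 1, 1 and 0), of 54 ribosomal protein genes 0 and 5 (1 and 5, 0 and 3) and of 21 small nucleolar RNAs 0 and 2 (1 and 2, 0 and 1). With limma 0 and 0 of 6 p53 target genes passed (2 and 1, 1 and 0), as did 0 and 0 of 7 miR-200 and miR-34 precursors (0 and 0, 0 and 0), 0 and 0 of 5 reference genes (0 and 0, 0 and 0) and 0 and 0 of 8 luminal breast cancer line markers (2 and 3, 1 and 0); at an unadjusted p under 0.05 these were 2 and 2, 0 and 0, 1 and 1, and 2 and 3. Of the 7 miR-200 and miR-34 precursors only 1 is left without dim probe sets, so their numbers do not show that they stayed unchanged. Of other cell markers, 0 and 1 of 2 fibroblast markers passed (0 and 1, 0 and 1), the lower one being LUM, and 1 and 0 of 3 blood cell markers (1 and 0, 1 and 0). The cluster that holds miR-17 and miR-92a and the spliceosomal and Y small RNAs have no named probe set here. With camera, 0 of the 25 lists passed after adjustment, with the lowest adjusted p at 0.12, and 6 had an unadjusted p under 0.05; with an estimated correlation 0 did, adjusted or not, with the lowest adjusted p at 0.80. Median, mean and camera's direction differed in sign for the mesenchymal, stem-like cell, proliferation, hypoxia, cholesterol and reference genes and for the miRNA precursors.

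TBP, a basal transcription factor gene whose primers the paper lists for qPCR, had log2 RMA values of 8.89 ± 0.02 in MDA231-PRRX1 and 9.15 ± 0.02 in MDA231-Control (SD, n = 3 each), a log2 difference of -0.26 (standard error 0.09, adjusted p = 0.11 from limma).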
